# Astroglial *Hmgb1* regulates postnatal astrocyte morphogenesis and cerebrovascular maturation

**DOI:** 10.1038/s41467-023-40682-3

**Published:** 2023-08-16

**Authors:** Moises Freitas-Andrade, Cesar H. Comin, Peter Van Dyken, Julie Ouellette, Joanna Raman-Nair, Nicole Blakeley, Qing Yan Liu, Sonia Leclerc, Youlian Pan, Ziying Liu, Micaël Carrier, Karan Thakur, Alexandre Savard, Gareth M. Rurak, Marie-Ève Tremblay, Natalina Salmaso, Luciano da F. Costa, Gianfilippo Coppola, Baptiste Lacoste

**Keywords:** Glial development, Developmental biology

## Abstract

Astrocytes are intimately linked with brain blood vessels, an essential relationship for neuronal function. However, astroglial factors driving these physical and functional associations during postnatal brain development have yet to be identified. By characterizing structural and transcriptional changes in mouse cortical astrocytes during the first two postnatal weeks, we find that high-mobility group box 1 (*Hmgb1*), normally upregulated with injury and involved in adult cerebrovascular repair, is highly expressed in astrocytes at birth and then decreases rapidly. Astrocyte-selective ablation of *Hmgb1* at birth affects astrocyte morphology and endfoot placement, alters distribution of endfoot proteins connexin43 and aquaporin-4, induces transcriptional changes in astrocytes related to cytoskeleton remodeling, and profoundly disrupts endothelial ultrastructure. While lack of astroglial *Hmgb1* does not affect the blood-brain barrier or angiogenesis postnatally, it impairs neurovascular coupling and behavior in adult mice. These findings identify astroglial *Hmgb1* as an important player in postnatal gliovascular maturation.

## Abstract (web summary)

Despite a wealth of knowledge on astrocytes, their contribution to cerebrovascular maturation is less known. Here, the authors identify a molecule produced by astrocytes which controls astrocyte morphology and their placement on brain blood vessels.

## Introduction

Astrocytes in the mature brain are physically and functionally coupled to blood vessels, a multicellular ensemble referred to as the gliovascular unit, which regulates cerebral blood flow and the blood-brain barrier to support neurotransmission and maintain neuronal health^1,2^. In mice, the genesis of astrocytes is initiated in the late prenatal period, and postnatally these glial cells proliferate rapidly and undergo extensive morphological changes^3–6^, coinciding with the expansion of cerebrovascular networks^5,7–9^. During postnatal brain development, perivascular astroglial processes called endfeet contact blood vessel walls and the communication between these structures can mutually influence growth and maturation^10–12^. However, exactly when, and how, the brain gliovascular unit is established is not known.

During the first two postnatal weeks of brain development, astroglial morphogenesis is highly active, with primary branches sprouting from the cell body and dividing into finer processes^5,7^. Astroglial processes continue to ramify until a highly complex spongiform-like morphology is achieved, which requires extensive cytoskeletal remodeling. However, very little is known about the time course and molecular machinery of astroglial morphogenesis^13^.

While astroglial endfeet are separated from endothelial cells and pericytes by the basal lamina, extensive signaling occurs between astrocytes, pericytes and endothelial cells^14–18^. Moreover, a recent study reported that a large portion of the astrocyte proteome is dedicated to astroglial endfeet, highlighting the complex nature of this cellular compartment^19^. Yet, the fundamental principles guiding endfoot placement around brain blood vessels remain elusive^20^.

Neuronal activity and metabolism are inextricably “coupled” via the gliovascular unit^1,21,22^. Abnormal gliovascular growth has been observed in neurodevelopmental disorders and is associated with long-term neurological consequences^23–28^. Moreover, astrocyte dysfunction is linked to most, if not all, neuropsychiatric conditions^29,30^. For example, coverage of blood vessels by astroglial endfeet was significantly reduced in subjects with major depressive disorders^28^. Therefore, understanding the fundamental mechanisms of astrocyte morphogenesis and gliovascular maturation is crucial to develop strategies that promote healthy brain development. Here, we characterize the early postnatal temporal profile of cellular and molecular changes at the gliovascular interface in the mouse cerebral cortex, and we identify a mechanism that regulates gliovascular development. We show that a key molecular factor produced by astrocytes, namely HMGB1, regulates astrocyte morphogenesis via regulation of the cytoskeleton, controlling endfoot placement and endfoot protein distribution during postnatal brain development, with long-term implications in neurovascular coupling and behavior.

## Results

### Mouse brain astrocytes initiate vascular endfoot coverage during the first postnatal week

To thoroughly assess the temporal profile of gliovascular development and set the stage for subsequent molecular investigations, we employed transgenic mice producing the enhanced green fluorescent protein (EGFP) under the control of pan-astroglial Aldehyde Dehydrogenase 1 Family Member L1^31^ (*Aldh1l1)* promotor. Analysis of EGFP-labeled astrocytes and CD31-labeled endothelial cells (ECs) showed that cortical astrocytes and microvessels increase in complexity over the first two postnatal weeks with little change during the third postnatal week (Fig. 1a, Supplementary Fig. 1a). Astrocyte morphogenesis was highly active during the first 5 postnatal days (Supplementary Fig. 1b), followed by an active phase of angiogenesis up to P14 (Fig. 1a, Supplementary Fig. 1a)^6,8,32^. At P0, perivascular astrocytes exhibited simple main branches aligned along the scaffold of blood vessels (Fig. 1a), and astrocyte cell bodies were in close apposition with microvessels compared to other timepoints (Fig. 1d). By P5, astroglial primary processes ramified into a highly branched morphology (Fig. 1b, Supplementary Fig. 1b). With cortical expansion, astrocytes positioned their cell body farther away from blood vessels and then progressively sent extensions back towards these vessels. This was also illustrated by the significant reduction in the proportion of astrocytes directly contacting vessels at P5 (Fig. 1c). After P5, astrocyte cell bodies remained distant from the vessel wall (Fig. 1d), but EGFP immunoreactivity on vessels increased sharply between P5 and P14 (Fig. 1e), consistent with a period of endfoot placement. Increases in astroglial extensions’ branching and length continued until P21 (Supplementary Fig. 1b), and the dominant vertical orientation alongside vessels seen at birth was progressively replaced by a seemingly random orientation by P21 (Supplementary Fig. 1c). We also observed a rise in astrocyte cell density during that period (Supplementary Fig. 1a), consistent with recent findings^6,33^, with a peak in proliferation of astrocytes around P4 correlating strongly with EC proliferation (Supplementary Fig. 1d). In addition, we observed glial acidic fibrillary protein (GFAP)-labeled radial glial processes at P5 and P7 (Supplementary Fig. 1a), coinciding with emergence of GFAP-positive astrocytes from P7, and with the differentiation of radial glia into astrocytes in the developing cortex^34^. To confirm these observations obtained by immunofluorescence, we utilized transmission electron microscopy (TEM) to investigate postnatal development of the gliovascular interface at the ultrastructural level (Fig. 1f, Supplementary Fig. 2). TEM showed that microvessels were not yet contacted by perivascular endfeet at P0. By P7, however, large immature endfeet partially covered microvessels (Fig. 1f, h). Vascular coverage by endfeet observed at P14 via EGFP (Fig. 1a) translated into 100% coverage on TEM micrographs at the same age (Fig. 1f, h). Between P7 and P21, the number of astroglial endfeet increased, while the total endfoot area decreased (Fig. 1h), illustrating a refinement of these developing structures. Altogether this shows that perivascular endfoot placement establishes around P7 and is complete at P14, which is in line with observations made by Gilbert et al.^12^.

**Fig. 1:**
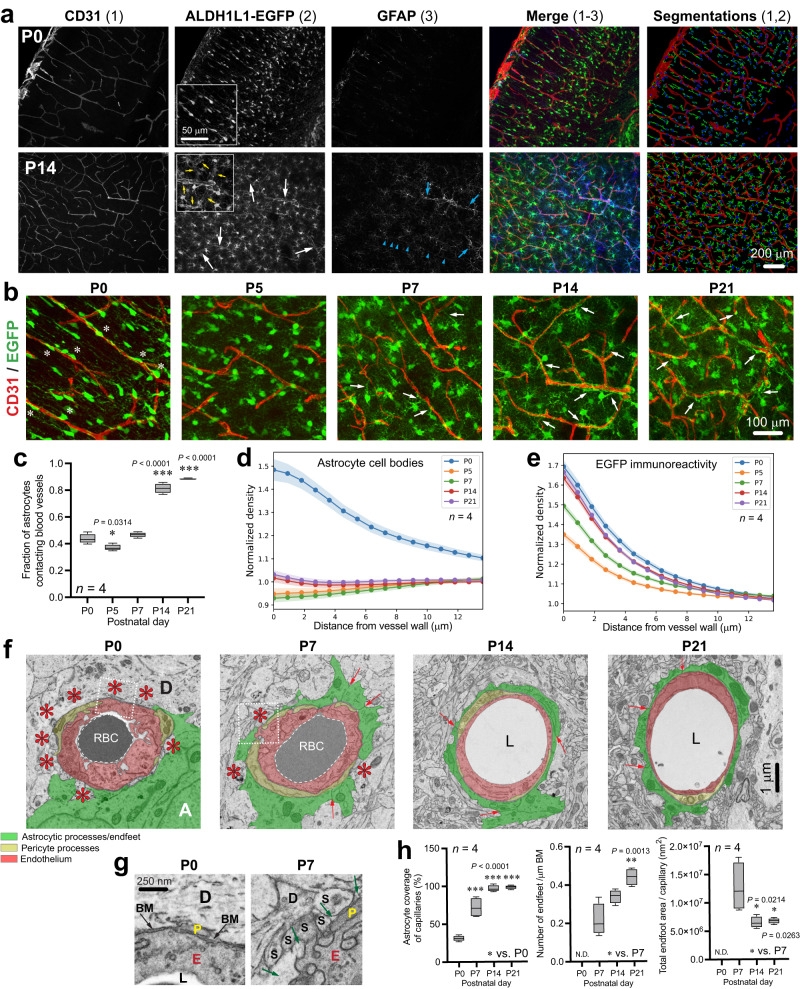
Gliovascular maturation during postnatal development of the cerebral cortex. **a** Fluorescence micrographs of somatosensory cortex from *Aldh1l1-eGFP* male mice at P0 and P14. Endothelial marker CD31 (red); astrocyte markers EGFP (green) and GFAP (blue). Arrows point to astroglial endfeet around microvessels. Blue arrowheads indicate radial glia. Segmentations represent reconstructed astrocytes and vessels quantified to evaluate vessel density and branching, as well as astrocyte density and fraction contacting vessels. **b** Fluorescence micrographs of somatosensory cortex from *Aldh1l1-eGFP* mice at P0, P5, P7, P14 and P21. CD31 (red); EGFP (green). White asterisks indicate perivascular astrocyte cell bodies closely associated with microvessels at P0. White arrows indicate astroglial endfeet extending and contacting microvessels from P7. **c** Segmentations (see in **a**) were quantified to evaluate the fraction of astrocytes contacting vessels. Data are whisker boxes (min to max, center line indicating median). *p < 0.05, ***p < 0.001 (One-way ANOVA and Tukey’s post-hoc test). **d**, **e** Quantifications of astrocyte cell body density (**d**) or EGFP immunoreactivity (**e**) as a function of the distance (μm) from blood vessel wall between P0 and P21. Data are mean ± SEM. **f** Electron micrographs show temporal developmental profile of astrocyte coverage (pseudocoloured in green) around microvessels (pseudocoloured in red). Pericytes can also be observed (pseudocoloured in yellow). Red asterisks indicate areas lacking astroglial coverage. Red arrows point at inter-endfoot walls. A astrocyte, D neuronal dendrite, L lumen, RBC red blood cells. **g** Higher magnifications corresponding to dashed boxes in (**f**) illustrating fine features of astrocytic endfeet at zones lacking endfoot coverage. BM basement membrane, D neuronal dendrite, E endothelium, L lumen, P pericyte, S dendritic spine. Black arrows, BM. Green arrows point at astrocyte endfoot cytoplasm. **h** Analysis at the nanoscale level of astrocyte maturation and endfoot coverage during postnatal brain development. Data are whisker boxes (min to max, center line indicating median) in (**g**). *p < 0.05, **p < 0.01, ***p < 0.001 (One-way ANOVA and Tukey’s post-hoc test). All displayed microscopy images are representative of experiments repeated in 4 mice per group, with similar results. Source data are provided as a Source Data file.

### *High mobility group box 1* (*Hmgb1*) is highly expressed in astrocytes at birth

Given the morphological changes observed concomitantly in astrocytes and microvessels between P0 and P14, we next sought to identify temporal changes in gene expression associated with gliovascular growth during that period. 

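Gene expression in the mouse brain at P0, P5 and P14 was measured in situ with the GeoMx Digital Spatial Profiler and its mouse whole transcriptome probe set. In this assay each probe carries a code that UV light releases from a chosen area of the tissue section, and a count is a sequenced copy of a code after removal of duplicate reads. Areas of interest (AOIs) were chosen by antibody staining, as astrocyte-enriched ALDH1L1+CD31- AOIs or as microvessel-enriched CD31+ALDH1L1- AOIs. The 48 AOIs came from 4 slides, and each slide held 2 regions of each of the 3 ages with an AOI of either type. The paper averages 2 AOIs per mouse, and the 2 AOIs of a type, age and slide were taken here as those of 1 animal (12 animals, n = 4 per age). Slide, region and AOI type are those of the sample labels. For 1 astrocyte-enriched AOI of P14 the title names slide 4 and the slide label slide 3, and the slide label was followed because its region coordinates equal those of the other AOI of that region. The labels do not give the age. The regions of P0 and P14 were found by matching the normalized counts that the paper's Source Data list by age to the read totals of the regions, and P5 was given to the regions left on each slide. No list of the ages of the regions was available, so these ages are inferred.
The total count of an animal over its 2 astrocyte-enriched AOIs was 770647 to 1727157 at P0 (median 1348415), 770420 to 5453697 at P5 (median 2641387) and 916895 to 10681281 at P14 (median 2027913.5). For microvessel-enriched AOIs the total was 481842 to 661693 at P0 (median 581364.5), 184518 to 354130 at P5 (median 298853) and 176535 to 537300 at P14 (median 276929). The authors then filtered AOIs by reads and alignment, kept probes above the limit of quantitation and scaled each AOI to the same 75th percentile (Q3) of counts. The values used here are the counts before these steps. They list 20175 probe codes with no gene names, so codes were named by matching their normalized counts to the Source Data values of a gene. With the Q3 and the scale computed from the files none of the 276 values matched to the printed digits. With a common scale fitted to the Source Data, a Q3 that is 1 or 2 counts higher in 6 AOIs and any 2 AOIs of an age averaged, all 12 values of a panel matched for 20 genes. *Slc1a2* was named from 11 of 12 values, no other code matched more than 6 of 12, and all other codes are unnamed here. The reason for the higher Q3 was not found. Negative control probes are among the unnamed codes, and the filter on the limit of quantitation was not applied.
Counts of the 2 AOIs of an animal were summed, scaled by Q3 and compared between ages with edgeR's quasi-likelihood test, with the slide as a block, the 12 animals of an AOI type in 1 model, and Benjamini-Hochberg adjustment at 0.05. Normalized counts of single genes are means over the 2 AOIs of an animal. At P14 the astrocyte-enriched libraries of slides 3 and 4 stood apart from those of slides 1 and 2. Their deviations from the age mean correlated across targets at 0.71 and 0.68 within these pairs of slides and at −0.89 to −0.82 across them. The median count over Q3 was 0.39 and 0.46 on slides 1 and 2 but 0.70 and 0.68 on slides 3 and 4, and P0 gave 0.67 to 0.71. The P14 microvessel-enriched libraries parted in the same way, with 0.46 and 0.50 against 0.67 and 0.64. Their correlations were weaker, at 0.36 and 0.16 within these pairs of slides and −0.66 to −0.58 across them.

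**Figure D1:**
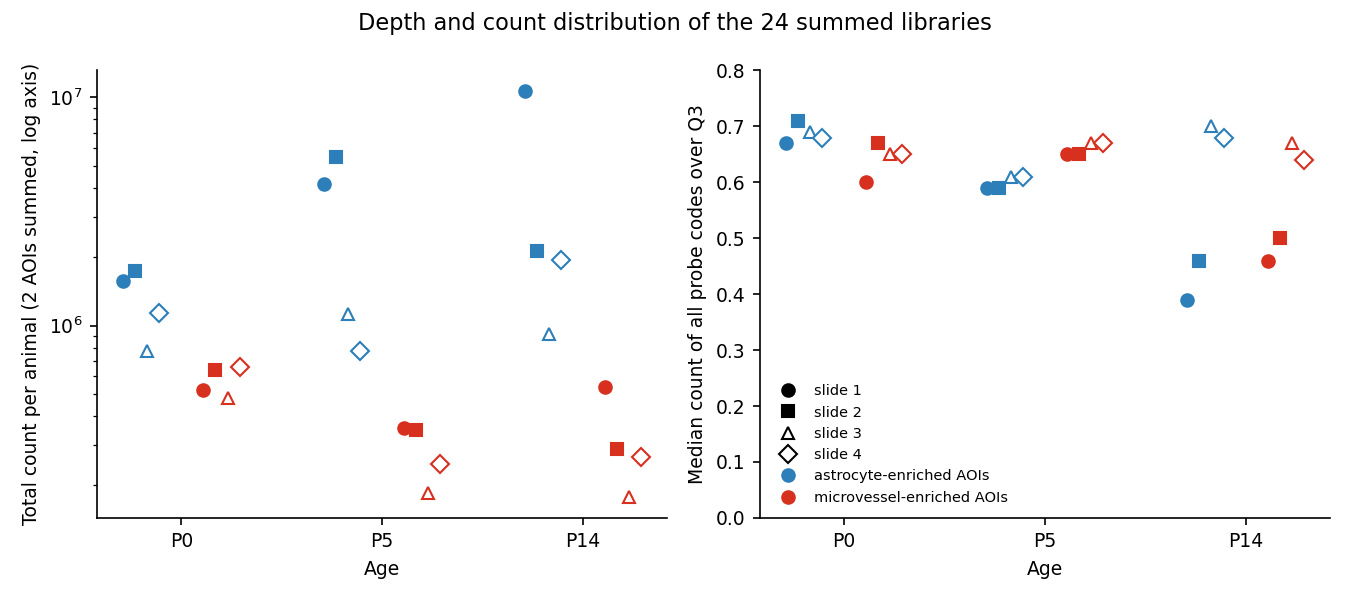
Depth and count distribution of the libraries of each animal. The left panel plots the total count over the 2 AOIs of an animal (log axis) and the right panel the median count over all codes divided by Q3, by age, in astrocyte-enriched (blue) and microvessel-enriched (red) AOIs, with filled circles and squares for slides 1 and 2 and open triangles and diamonds for slides 3 and 4. At P14 the filled points of the right panel lie at 0.39 to 0.50 and the open points at 0.64 to 0.70.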

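Endothelial genes were higher in microvessel-enriched than in astrocyte-enriched AOIs in 12 of 12 animals. The mean log2 ratio was 2.87 for *Cldn5*, a tight junction protein, 2.18 for *Kdr*, a receptor of VEGF, 1.70 for *Cdh5*, the cadherin of endothelial junctions, and 1.64 for *Nos3*, the endothelial nitric oxide synthase. *Mfs2da*, at 1.50, and *Tgp1*, at 1.19, are spelled as in the Source Data, and which genes they stand for is not settled here. They too were higher in 12 of 12 animals, and the adjusted p was 0.00128 for each of the 6 (two-sided exact sign-flip permutation test over 12 animals, 21 genes tested). Among astrocyte genes, *Dtna*, which encodes the dystrobrevin of the endfoot membrane complex, was lower in the microvessel-enriched AOIs of 12 of 12 animals, with a log2 ratio of −0.86 (adjusted p = 0.00128, same permutation test). The glutamate transporter gene *Slc1a2* had a log2 ratio of −0.88 (adjusted p = 0.00228), the water channel gene *Aqp4* of −0.59 (adjusted p = 0.00653) and the lipoprotein gene *Apoe* of −0.63 (adjusted p = 0.0103) in the same permutation test, each lower in 11 of 12 animals. *Apoe* did not pass this permutation test without replicate 3 (−0.49, adjusted p = 0.082) or replicate 4 (−0.59, adjusted p = 0.0505). *Aldh1l1* had a log2 ratio of −0.99, but its protein was used to choose the AOIs. The intermediate filament gene *Gfap*, at −0.21, the gap junction gene *Gja1*, at −0.45, and the calcium-binding protein gene *S100b*, at −0.04, did not pass the permutation test (adjusted p = 0.287, 0.129 and 0.774). These genes were chosen by the study to characterize the AOIs, so their directions are not independent evidence.

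**Figure D2:**
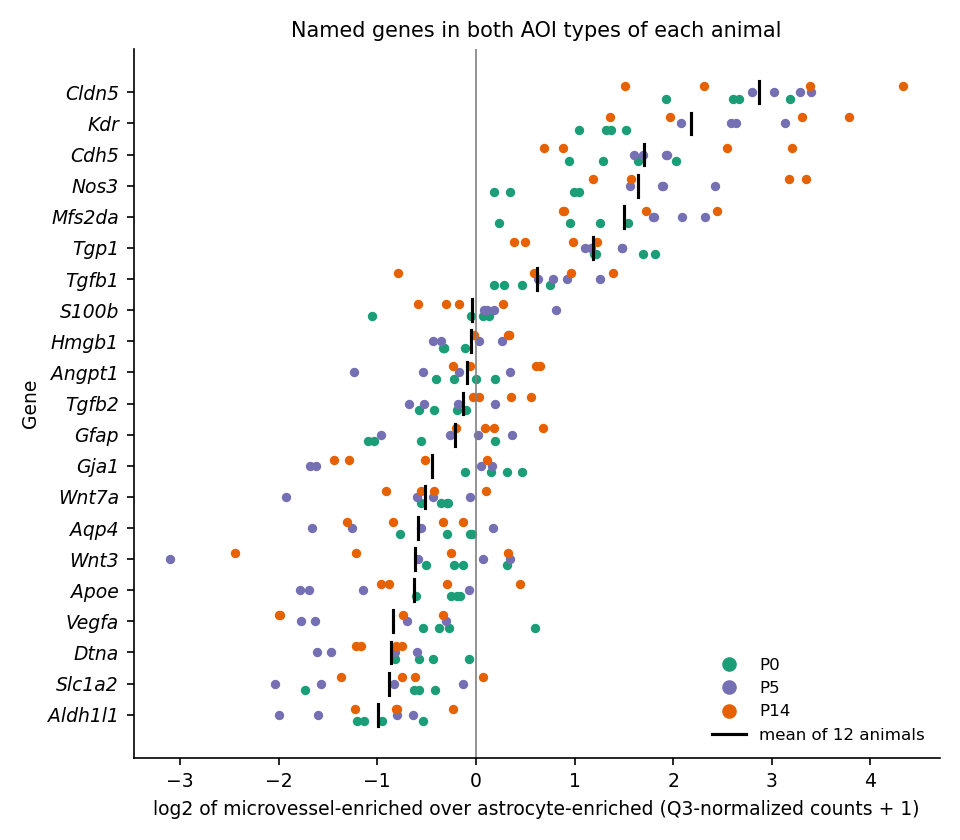
Log2 ratio of normalized counts in microvessel-enriched over astrocyte-enriched AOIs of each animal for 21 genes. Points are animals colored by age, the black line is the mean of 12 animals and a ratio of 0 means equal counts. *Cldn5*, *Kdr*, *Cdh5*, *Nos3*, *Mfs2da* and *Tgp1* lie above 0 in all 12 animals, *Aldh1l1* and *Dtna* lie below 0 in all 12.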

We first interrogated our published TRAP-Seq database^33^, and then confirmed our observations using in situ multiplex RNA sequencing in astrocyte-enriched areas of interest (AOIs; Fig. 2a–c and Supplementary Fig. 3a–g). Consistent with major changes in astroglial morphology between P0 and P14, more genes appeared differentially expressed in astrocyte-enriched AOIs at P5 (Supplementary Fig. 4). 

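Between P0 and P5, 2010 of the 20173 targets tested in astrocyte-enriched AOIs differed in edgeR's quasi-likelihood test, 1476 higher and 534 lower at P5. Between P5 and P14, 2526 differed, 1276 higher and 1250 lower at P14. Between P0 and P14, 7012 differed, 2703 higher and 4309 lower. *Apoe* rose between P0 and P5, with a log2 fold change of 1.87 (standard error 0.38, adjusted p = 0.0019 from edgeR), and so did *Slc1a2*, with 1.74 (standard error 0.42, adjusted p = 0.00832 from edgeR). Of 20 genes listed as markers of mature astrocytes, 7 carry a name here, and 2 of these, *Apoe* and *Slc1a2*, were higher at P5 than at P0 and none was lower (4 higher when adjusted over the list alone). The list was higher in limma's camera (adjusted p = 0.0053) but not with an estimated correlation between its genes (adjusted p = 0.438), and the 7 genes were chosen by the study, so they are not independent evidence.
On slides 1 and 2 the log2 fold change between P0 and P5 was 0.87 for *Apoe* and 1.00 for *Slc1a2*, and on slides 3 and 4 it was 2.68 and 2.28. The call for *Slc1a2* was lost without replicate 4 (adjusted p = 0.0726), P0 replicate 4 (0.0523), P5 replicate 3 (0.06) or P5 replicate 4 (0.104) in edgeR. Between P0 and P5, 4554 targets differed on slides 1 and 2 and 2470 on slides 3 and 4, between P5 and P14 13795 and 2040, and between P0 and P14 15028 and 3734. With only the 2 ages compared in the model, so that the larger spread at P14 did not enter, 6861 targets differed between P0 and P5, 2666 higher and 4195 lower at P5. The balance of rises and falls thus depends on the setting. Falls were 26.6% of the calls between P0 and P5 but 61.1% with only the 2 ages compared and 52.4% on slides 1 and 2, and between P5 and P14 they were 49.5% but 33.2% with TMM scaling and 78.6% on slides 1 and 2. Leaving out P0 replicate 1 or 2 gave 1190 or 1260 targets between P0 and P5, leaving out replicate 1 or 2 or either's P0 or P14 animal gave 3638 to 4509 between P0 and P14, and leaving out replicate 1 or 2 or either's P5 or P14 animal gave 1257 to 1646 between P5 and P14, where leaving out P14 replicate 4 gave 4058.

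**Figure D3:**
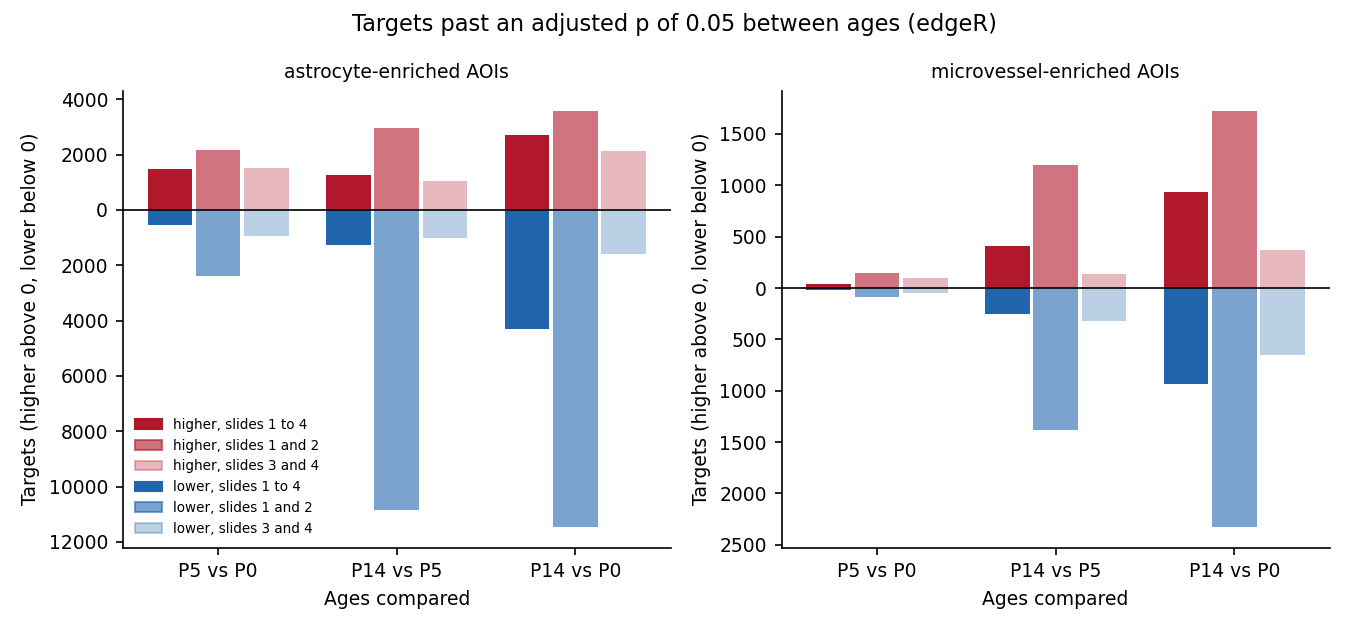
Number of targets past an adjusted p of 0.05 in edgeR between each pair of ages, with bars upwards for targets higher and downwards for targets lower at the later age, in astrocyte-enriched and microvessel-enriched AOIs. Bars are given for all 4 slides, for slides 1 and 2 and for slides 3 and 4, and in the astrocyte-enriched AOIs the comparison of P14 with P0 has 7012, 15028 and 3734 targets in that order.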

When focusing on genes known as involved in cerebrovascular remodeling, we consistently found that *Hmgb1* was highly expressed by astrocytes at birth (Fig. 2a, b), even though past work has focused on the role of this gene in the adult brain, where it is upregulated post-injury^35^. 

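At P0 the normalized count of *Hmgb1* (probe code RTS0068628), which encodes a DNA-binding protein of the nucleus, was 131 ± 5.61 (SD, n = 4 animals) in astrocyte-enriched AOIs. This was 10.2 times the median of all 20175 codes, 12.9, and placed *Hmgb1* at rank 204, with ranks of 191 to 235 in the single animals. *Vegfa*, the vascular endothelial growth factor, ranked 8720 at the same age, and *Wnt7a*, a Wnt ligand of brain angiogenesis, ranked 12249. The rank of *Hmgb1* was 322 at P5 and 889 at P14. In the microvessel-enriched AOIs of P0 *Hmgb1* had a normalized count of 108 ± 3.50 (SD, n = 4 animals) and rank 271. Ranks order the counts of probes, which can differ in how well they bind, and not the numbers of transcripts. The probe of *Hmgb1* gave 14 to 969 counts per AOI over the 48 AOIs (median 100.5).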

Expression of *Hmgb1* in astrocytes was markedly higher than canonical pro-angiogenic genes, such as *Vegfa* or *Wnt7a* (Fig. 2a, b). Both *Hmgb1* gene expression and HMGB1 protein levels decreased between P0 and P14 alongside maturation of the gliovascular unit (Fig. 2b, Supplementary Fig. 5a, b). 

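*Hmgb1* gave a higher normalized count than *Vegfa* and than *Wnt7a* in astrocyte-enriched AOIs of each of the 12 animals. As the geometric mean of the ratios within animals, the count of *Hmgb1* at P0 was 9.71 times that of *Vegfa* and 11.4 times that of *Wnt7a*. No background level was available here and *Vegfa* and *Wnt7a* lay at 1.08 and 0.896 times the median of all codes at P0, so an unknown part of their counts can be unspecific and these are ratios of probe counts, not of transcripts. At P5 the count of *Hmgb1* was 4.88 times that of *Vegfa* and 12.2 times that of *Wnt7a*, and at P14 2.75 and 7.81 times. The log2 ratio over 12 animals was 2.34 (SD 0.86) against *Vegfa* and 3.36 (SD 0.49) against *Wnt7a*. For both the adjusted p was 0.00195 (two-sided exact sign-flip permutation test, 8 tests), from the smallest p that 12 animals allow, 0.000488. Within an age the smallest p of this permutation test lies above 0.05, so 4 animals cannot pass it. The probe of *Vegfa* gave 1 to 231 counts per AOI (median 11.5) and that of *Wnt7a* 0 to 72 (median 8.5), and counts of different probes also differ by how well each probe binds.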

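*Hmgb1* was lower at P14 than at P0 in the astrocyte-enriched AOIs of all 4 slides. The normalized count was 123 to 134 in the 4 animals of P0 and 58.5 to 72.7 in those of P14, where the mean was 64.6 ± 5.89 (SD, n = 4 animals). The mean at P14 was 50.8% below that at P0, a log2 ratio of −1.02. Every P14 animal was below every P0 animal, and the two-sided exact permutation test gave p = 0.0286, the smallest that 4 animals against 4 allow. After Benjamini-Hochberg adjustment over 63 tests of genes and ages this p was 0.072. Compared within slides, with 4 pairs of animals, the smallest p of an exact sign-flip permutation test lies above 0.05. In microvessel-enriched AOIs the mean of *Hmgb1* at P14 was 76.5 ± 4.25 (SD, n = 4 animals). The tissue sampled also changed with age. The median astrocyte-enriched AOI had 21082 µm² and 225 nuclei at P0, and 103791 µm² and 153.5 nuclei at P14. These AOIs may hold RNA of other cells, and the paper reports HMGB1 protein in neurons and pericytes as well. A change in the mix of cells was not tested, so the fall is one of AOI counts and is not shown within astrocytes. From the high expression of *Hmgb1* in astrocytes at birth and the role of HMGB1 in neurovascular repair of the adult, the paper hypothesizes that HMGB1 regulates the maturation of the gliovascular unit in this period. The levels of HMGB1 protein were not part of the counts used here.

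**Figure D4:**
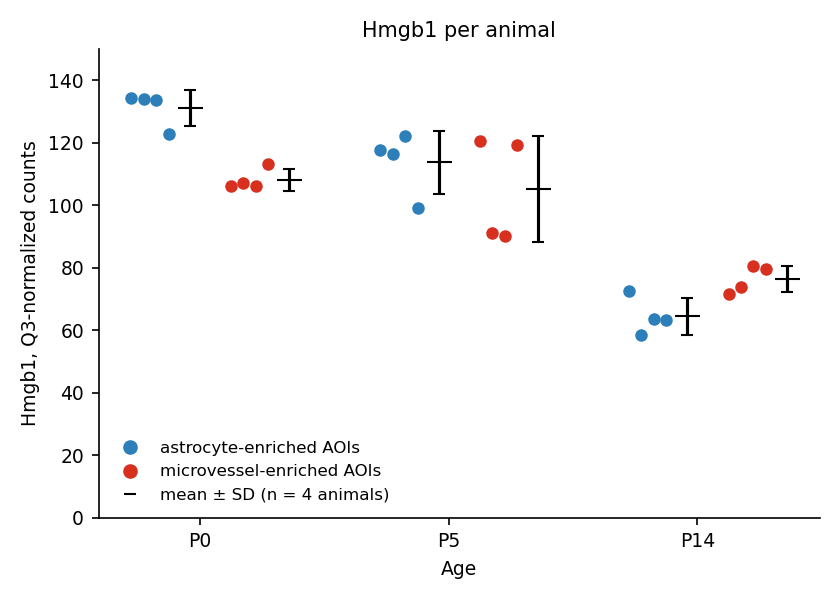
Q3-normalized counts of *Hmgb1* by age in astrocyte-enriched and microvessel-enriched AOIs. Points are animals (means of 2 AOIs) with the mean ± SD of 4 animals, and *Hmgb1* in astrocyte-enriched AOIs lies at 123 to 134 at P0 and at 58.5 to 72.7 at P14.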

HMGB1 protein was also produced by neurons and pericytes, but microglia and endothelial cells failed to display detectable HMGB1 nuclear immunoreactivity (Fig. 2e–g, Supplementary Fig. 5c, d). Yet, endothelial cells at P14 expressed *Hmgb1* gene (mRNA), even at higher levels than astrocytes (Supplementary Fig. 9g), consistent with a recent adult mouse database^36,37^ and suggesting important post-transcriptional regulation for this gene. Given the high expression of *Hmgb1* in astrocytes at birth and the role of HMGB1 in adult neurovascular repair, we hypothesized that HMGB1 regulates astrocyte-dependent gliovascular maturation during this critical period. To test this, we generated *Hmgb1*^Δ*Astro*^ mice *(Aldh1l1-CreER*^*T2+/−*^*;Hmgb1*^*flox/flox*^) for conditional, astrocyte-specific ablation of *Hmgb1* starting at P0 (Fig. 2h, and Supplementary Fig. 5e, f) and we confirmed selective HMGB1 removal from astrocytes as early as P7 (Fig. 2i). At P14, loss of HMGB1 in *Hmgb1*^*ΔAstro*^ astrocytes did not affect HMGB1 production by either neurons or pericytes (Fig. 3a, b and Supplementary Fig. 5d).

**Fig. 2:**
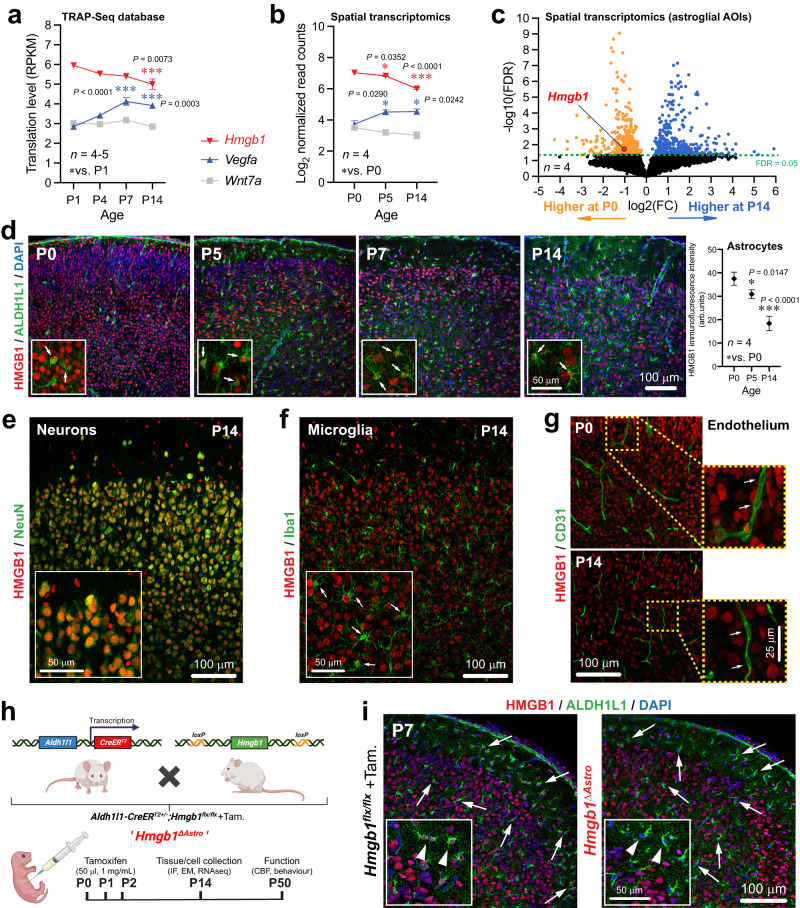
HMGB1 is highly expressed in astrocytes around birth in the mouse cerebral cortex. **a** Expression (reads per kilo base per million mapped reads, RPKM) of *Hmgb1* relative to known pro-angiogenic astroglial genes at P1, P4, P7 and P14 from Star Database (https://stardb.cu-bic.ca/). Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 (One-way ANOVA and Tukey’s post-hoc test). Comparisons were made with respect to P1. **b** In situ expression (normalized read counts) of *Hmgb1* relative to known pro-angiogenic genes at P0, P5 and P14 in astrocyte-enriched (ALDH1L1^+^CD31^−^) areas of interest (AOIs). Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 (One-way ANOVA and Tukey’s post-hoc test). Comparisons were made with respect to P0. **c** Volcano plot (False discovery rate, FDR, versus Log2 fold change, FC) to visualize astroglial genes with differential expression between P0 and P14 in situ. **d** Left, Fluorescence micrographs of immunostained somatosensory cortex sections at specific time-points during postnatal development. Insets displayed higher magnifications. Arrows indicate HMGB1 immunoreactivity (red) in ALDH1L1^+^ astrocytes (green). *Right*, Quantification of astroglial HMGB1 immunoreactivity at P0, P5 and P14. Data are mean ± SEM. *p < 0.05, ***p < 0.001 (One-way ANOVA and Tukey’s post-hoc test). **e** Fluorescence micrograph showing HMGB1 (red) in NeuN^+^ neurons (green) at P14. Inset displayed higher magnification. **f** Fluorescence micrograph showing lack of HMGB1 (red) in Iba1^+^ microglia (green) from P14 mice. Inset displayed higher magnification, and arrows point at microglial cells. **g** Fluorescence micrographs of somatosensory cortical sections immunostained with CD31 (green) and HMGB1 (red) at P0 and P14. Insets displayed higher magnifications. **h** Diagram of mating strategy and tamoxifen injections for selective *Hmgb1* ablation from astrocytes, with experimental end points. **i** Fluorescence micrographs showing immunostaining for ALDH1L1^+^ astrocytes (green) and HMGB1 (red) in control and *Aldh1l1-CreER*^*T2*^*;Hmgb1*^*flx/flx*^ (or *Hmgb1*^*ΔAstro*^) mice. Insets displayed higher magnifications. Arrows and arrowheads point to astrocytes with (left) or without (right) HMGB1. All displayed microscopy images are representative of experiments repeated in at least 4 mice per group, with similar results. Source data are provided as a Source Data file.

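In the astrocyte-enriched AOIs of Fig. 2b, *Vegfa* (RTS0079660) had a normalized count of 13.9 ± 3.64 (SD, n = 4 animals) at P0, 23.9 ± 6.57 at P5 and 23.9 ± 5.37 at P14. Its log2 fold change between P0 and P14 was 0.67 (standard error 0.21, adjusted p = 0.0179 from edgeR), and between P0 and P5 it was 0.58 (standard error 0.21, adjusted p = 0.100 from edgeR). *Wnt7a* (RTS0080102) had 11.5 ± 0.253 (SD, n = 4 animals) at P0, 9.60 ± 2.98 at P5 and 8.52 ± 2.42 at P14, with a log2 fold change between P0 and P14 of −0.49 (standard error 0.26, adjusted p = 0.132 from edgeR). Of 20 genes listed for angiogenic signalling, 6 carry a name here. *Vegfa* was higher at P14 than at P0, *Tgfb2*, a transforming growth factor, was lower with a log2 fold change of −0.94 (standard error 0.28, adjusted p = 0.0144 from edgeR), and *Wnt7a*, *Wnt3*, *Angpt1* and *Tgfb1* did not pass the test (1 higher and 1 lower when adjusted over the list alone). The list did not pass camera's test against all other targets (adjusted p = 0.942, and 0.967 with an estimated correlation).
Between P0 and P14 the log2 fold change of *Vegfa* was 0.34 on slides 1 and 2 (adjusted p = 0.0621 from edgeR) and 1.12 on slides 3 and 4. That of *Wnt7a* was −0.89 (adjusted p = 0.000377 from edgeR) and −0.08, and that of *Tgfb2* −1.15 and −0.71 (adjusted p = 0.11). At P0 the means of *Wnt7a* (11.5) and *Tgfb2* (9.64) lay below the median of all codes (12.9). On slides 1 and 2 the 5000 lowest targets fell from 0.42 and 0.46 of Q3 at P0 to 0.22 and 0.27 at P14. On slides 3 and 4 they were at 0.44 and 0.42, then at 0.45 and 0.46. A shift of low counts against Q3 thus stays open for *Wnt7a* and for a part of the fall of *Tgfb2*. The call for *Vegfa* at P14 was lost without P0 replicate 3 (adjusted p = 0.0649 from edgeR), P0 replicate 4 (0.0787) or P14 replicate 2 (0.104), that for *Tgfb2* without replicate 1 (0.193), P0 replicate 1 (0.18) or P14 replicate 1 (0.0595) and in thinned libraries (0.0657), *Wnt7a* was called at P14 by the linear mixed model on single AOIs (0.0367) and without the P14 animals of slides 3 and 4 (0.00123), and *Vegfa* was called at P5 in 13 of 29 other settings, among them TMM scaling (0.0432), only the 2 ages compared (0.0112) and slides 3 and 4 (1.77e-05).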

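In the comparison of P14 with P0 that Fig. 2c plots, *Hmgb1* had a log2 fold change of −1.06 (standard error 0.17, adjusted p = 7.12e-05 from edgeR's quasi-likelihood test). It was −1.07 on slides 1 and 2 and −1.03 on slides 3 and 4. By p *Hmgb1* ranked 1427 of the targets tested, and 902 by the size of the fall. The largest rise of a named gene was that of *Slc1a2*, the main glutamate transporter of astrocytes, with a log2 fold change of 5.24 (standard error 0.47, adjusted p = 3.12e-08 from edgeR). Of the 7 named markers of mature astrocytes 6 rose and none fell, also when adjusted over the list alone. *Apoe* and the connexin gene *Gja1* had log2 fold changes of 3.01 each, *S100b* of 1.03, *Dtna* of 0.98 and *Aqp4* of 0.87 (adjusted p = 3.56e-06, 2.88e-06, 0.000393, 0.000114 and 0.00729 from edgeR), while *Aldh1l1*, at 0.37, did not pass (adjusted p = 0.17) but did without P14 replicate 3 (0.0483), on slides 1 and 2 (0.0258) and without the P14 animals of slides 3 and 4 (0.00178). The list was higher in camera (adjusted p = 2.17e-06) but not with an estimated correlation (adjusted p = 0.296), and it rests on genes chosen by the study.
Of all targets past the threshold, 2357 changed by more than 2-fold, 1251 of them higher and 1106 lower at P14. Among unnamed codes the largest rises were those of RTS0072072 (log2 fold change 6.04) and RTS0063209 (5.16), and the largest falls those of RTS0077222 (−4.11) and RTS0068989 (−4.10). The median log2 fold change of all targets was −0.31, and relative to it *Hmgb1* was at −0.75. With TMM scaling 3975 targets were higher and 2859 lower, 41.8% lower in place of 61.5%. With Q3 scaling 43.1% were lower on slides 3 and 4 and 76.3% on slides 1 and 2. On slides 1 and 2 the log2 fold change was 5.78 for *Slc1a2* and 1.03 for *Aqp4*, and on slides 3 and 4 it was 4.47 and 0.51, where *Aqp4* did not pass the test (adjusted p = 0.142 from edgeR). In the model of all slides *Aqp4* lost its call without P14 replicate 2 (0.56, adjusted p = 0.076 from edgeR). It also lost it without the P14 animals of slides 1 and 2 (0.19, 0.598). *S100b* was higher at P14 on 3 of 4 slides, and on slide 3 its normalized count was 19.4 at P0 and 13.1 at P14. The exact permutation test gave p = 0.0571 for *S100b* (0.133 adjusted). In the 28 alternatives of the models its adjusted p was at most 0.0461.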

**Fig. 3:**
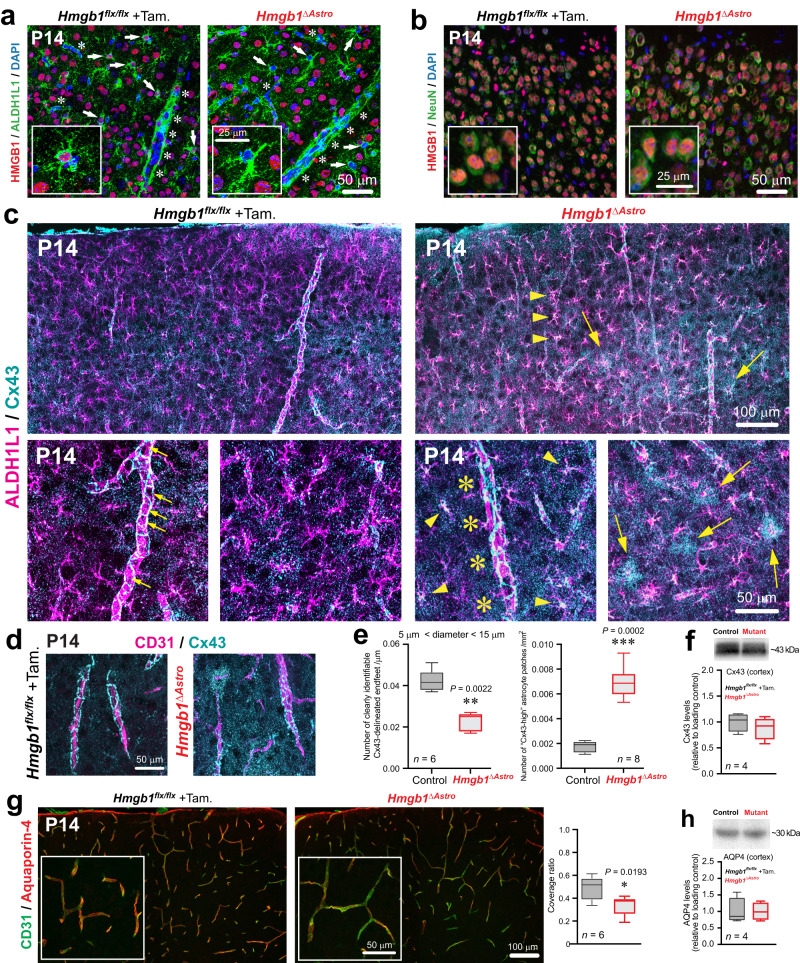
Ablation of HMGB1 in newborn astrocytes affects astroglial endfoot protein distribution in the postnatal cerebral cortex. **a** Fluorescence micrographs showing immunostaining for ALDH1L1^+^ astrocytes (green) and HMGB1 (red) at P14. Asterisks delineate blood vessels. Insets are higher magnifications. Arrows point to astrocytes expressing (*left*) or lacking (*right*) HMGB1. **b** Fluorescence micrographs of neurons (NeuN, green) and HMGB1 (red). **c** Top left panel: Fluorescence micrograph showing normal Cx43 immunolabelling (cyan) in astrocytes (magenta) in control (*Hmgb1*^*flx/flx*^) mice. Top right panel: Fluorescence micrograph showing disrupted Cx43 distribution in *Hmgb1*^*ΔAstro*^ mice. Arrowheads indicate increased Cx43 within astrocyte cell bodies. Arrows point to patches of dense Cx43 immunoreactivity. Bottom left panels: higher magnifications of Cx43 weblike patterns (small arrows) delineating endfeet along a vessel. Bottom right panels: higher magnifications of Cx43 disruption (yellow asterisks), and of Cx43-high patches (yellow arrows), on astrocytes. **d** Fluorescence micrographs showing Cx43 (cyan) on CD31^+^ blood vessels (magenta) from control (left) or *Hmgb1*^*ΔAstro*^ (right) mice. **e** Average number of clearly-identifiable, Cx43-delineated endfeet (left) and Cx43 patches (right). Data are whisker boxes (min to max, center line indicating median). **p < 0.01, ***p < 0.001 (two-tailed Mann–Whitney’s test). **f** Cx43 immunoblot of mouse cerebral cortex from control (*n* = 4) and *Hmgb1*^*ΔAstro*^ (*n* = 4) mice. Graph shows quantification of immunoblot signal normalized to the loading control and relative to control values. Data are whisker boxes (min to max, center line indicating median). **g** Left panels, Fluorescence micrographs showing aquaporin-4 immunoreactivity (red) on CD31^+^ blood vessels (green) from control (left) or *Hmgb1*^*ΔAstro*^ (right) brain sections. Right panel, coverage ratio of aquaporin-4 on CD31^+^ blood vessels. Data are whisker boxes (min to max, center line indicating median). *p < 0.05 (two-tailed Mann–Whitney’s test). **h** Aquaporin-4 immunoblot in mouse cerebral cortex from control (*n* = 4) and *Hmgb1*^*ΔAstro*^ (*n* = 4) mice. Graph shows quantification of immunoblot signal normalized to the loading control and relative to control values. Data are whisker boxes (min to max, center line indicating median). All microscopy images displayed in this figure are representative of experiments repeated in at least 6 mice per group, with similar results. Source data are provided as a Source Data file.

### Postnatal ablation of astroglial *Hmgb1* affects endfoot maturation around blood vessels

Vessel density and branching appeared unaffected in *Hmgb1*^*ΔAstro*^ mice compared to control littermates at P14 (Supplementary Fig. 6a), suggesting that astroglial HMGB1 is not required for postnatal angiogenesis. While astrocyte cell density and surface ratio were unaltered in the cerebral cortex of *Hmgb1*^*ΔAstro*^ mice (Supplementary Fig. 6b), we found that distribution of gap junction protein connexin43 (Cx43), expressed by astroglial processes and endfeet^38,39^, was significantly altered throughout the cerebral cortex of *Hmgb1*^*ΔAstro*^ mice (Fig. 3c). Disrupted distribution of Cx43 was particularly evident on larger microvessels (Fig. 3c, d). We also measured a ~3.5-fold increase in the number of astrocytes exhibiting high density “patches” of Cx43 puncta in and around their cell body compared to control littermates (Fig. 3c, e). The number of clearly identifiable endfeet delineated by Cx43 on blood vessels was lower in *Hmgb1*^*ΔAstro*^ mice at P14 (Fig. 3c, e), while both Cx43 protein levels and total Cx43 immunoreactivity per vessel were unchanged (Fig. 3f, Supplementary Fig. 6c, d). Aquaporin-4 (AQP4), another astroglial endfoot marker, also displayed altered distribution with significant decrease in vascular coverage in *Hmgb1*^*ΔAstro*^ mice at P14 compared to age-matched controls (Fig. 3g). We also found that AQP4 protein levels were unaffected in *Hmgb1*^*ΔAstro*^ mice (Fig. 3h), confirming that these alterations were in AQP4 distribution but not production. We then tested whether these changes in endfoot-enriched proteins were associated with altered endfoot placement around microvessels. Using immunofluorescence, we measured a significantly altered distribution of ALDH1L1 immunoreactivity onto CD31^+^ microvessels (Fig. 4a). In *Hmgb1*^*ΔAstro*^ mice at P14, a higher number of vessels displayed reduced astroglial coverage, whereas a lower number of vessels displayed elevated (i.e. normal) coverage compared to controls. At the ultrastructural level (TEM), endfoot morphology appeared disorganized in *Hmgb1*^*ΔAstro*^ mice and exhibited a ~1.5-fold increase in the number of smaller, fragmented endfeet around microvessels, with some perivascular areas lacking astroglial coverage (Fig. 4b, Supplementary Fig. 7a, b). Furthermore, endothelial morphology appeared dramatically altered in *Hmgb1*^*ΔAstro*^ mice at P14, with increased number (2–3-fold) of vascular profiles displaying macropinocytic extensions and vacuoles (Fig. 4b, Supplementary Fig. 7b, c). We also observed several instances where endothelial protrusions extended into astroglial endfeet, but only in *Hmgb1*^*ΔAstro*^ mice (Supplementary Fig. 7d). Given the morphological alterations measured in endothelial cells from *Hmgb1*^*ΔAstro*^ mice at P14, we sought to determine whether blood-brain barrier (BBB) integrity was compromised at this age in mutant animals. Injection of small tracer AlexaFluor555-conjugated Cadaverine (~1 kDa) did not reveal any leakage in the cerebral cortex of *Hmgb1*^*ΔAstro*^ mice compared to controls (Fig. 4c). Moreover, levels of tight and adherens junction proteins appeared similar between mutant and control mice (Fig. 4d, Supplementary Fig. 7e). In addition, despite disturbed endothelial morphology, tight junction ultrastructure and the total number of caveolae-type vesicles appeared normal in *Hmgb1*^*ΔAstro*^ mice (Supplementary Fig. 10a), altogether suggesting an intact BBB despite endfoot misplacement.

**Fig. 4:**
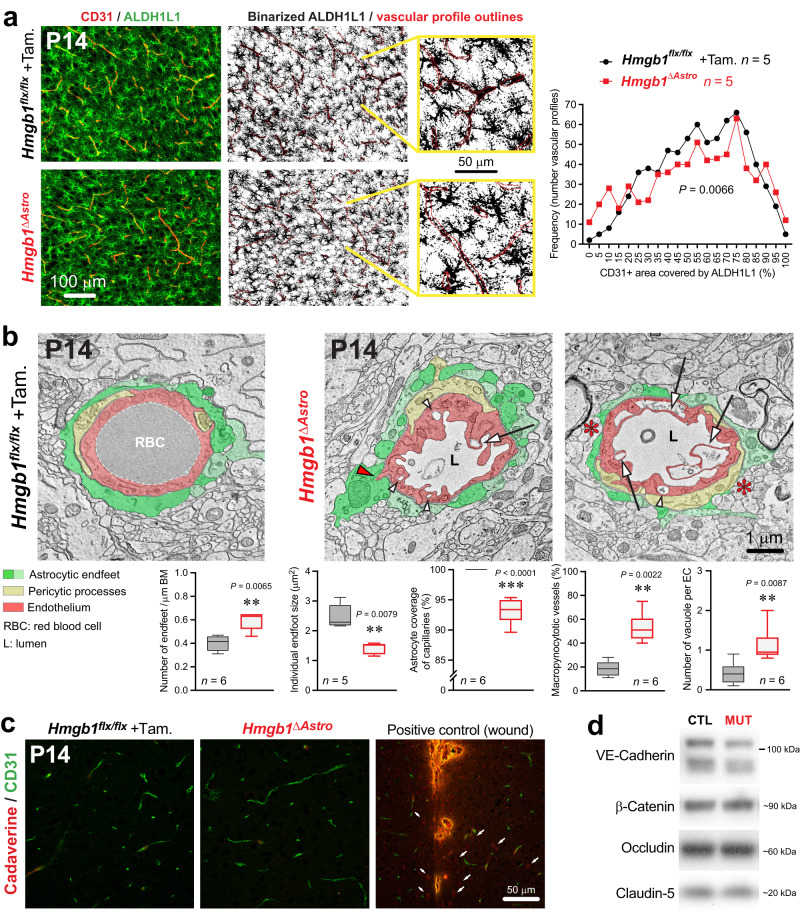
HMGB1 ablation in newborn astrocytes perturbs endfoot placement and endothelial morphology. **a** Left, Fluorescence micrographs of immunostained cortical sections (ALDH1L1 green, CD31 red) from P14 control and *Hmgb1*^*ΔAstro*^ mice. Middle: Binarized images of ALDH1L1 staining with superimposed CD31 mask (red outlines). Higher magnification images illustrating detail of astrocyte endfeet coverage on CD31 ROI are displayed in yellow lines. Right: Distribution graph reveals significant differences in the frequency distribution of CD31 coverage by ALDH1L1 immunoreactivity between control and *Hmgb1*^*ΔAstro*^ mice (**p < 0.01, two-tailed Kolmogorov-Smirnov test). **b** Electron micrographs illustrating ultrastrucutral differences between control and *Hmgb1*^*ΔAstro*^ mice in astroglial endfeet (pseudocoloured in two shades of green for better distinction between individual endfeet) and endothelial cells (pseudocoloured in light red). Pericyte processes were pseudocoloured in light yellow. White arrows indicate macropynocytotic extensions; white arrowheads indicate macropinocytotic vacuoles; red arrowheads point endothelial protrusions extending into astroglial endfeet; red asterisks indicate regions of vessel wall lacking endfoot coverage. Graph display quantifications of the average number of endfeet /µm basement membrane (BM); average endfoot size (µm^2^); average proportion of macropynocytic vessels, and average number of vacuoles per endothelial cells (EC). L lumen, RBC red blood cell. Data are whisker boxes (min to max, center line indicating median). **p < 0.01 (two-tailed Mann–Whitney’s test). **c** Fluorescence micrographs of cortical sections immunostained for CD31 (green) and cadaverine Alexa Fluor-555 (red) in P14 *Hmgb1*^*flx/flx*^ (left) and *Hmgb1*^*ΔAstro*^ (middle) mice. Left, positive control: extravasation of cadaverine in the cerebral cortex 20 min after a stab wound with a 30 G needle. White arrows indicate cells that have taken up the dye. **d** Unchanged levels of inter-endothelial junction proteins VE-Cadherin, β-Catenin, Claudin-5, and Occludin as revealed by western blot from cerebral cortex extracts at P14. CTL control (*Hmgb1*^*flx/flx*^), MUT mutant (*Hmgb1*^*ΔAstro*^). All microscopy images displayed in this figure are representative of experiments repeated in at least 5 mice per group, with similar results. Source data are provided as a Source Data file.

### Postnatal ablation of astroglial *Hmgb1* affects astrocyte morphogenesis

Given the astroglial endfoot phenotype observed in *Hmgb1*^*ΔAstro*^ mice, we assessed whether loss of HMGB1 affects overall astroglial morphology in vivo and in vitro. First, a systematic in vivo morphological analysis was performed on ALDH1L1-immunostained brain sections from mutant and control littermates at P14 (Fig. 5a, Supplementary Fig. 8). Astrocytes from *Hmgb1*^*ΔAstro*^ mice displayed a significant decrease in several morphological metrics, including reduced number and total length of main branches (Fig. 5a). Second, to determine whether aberrant astrocyte morphology is a cell-autonomous phenotype, primary astrocyte cultures were prepared from *Hmgb1*^*ΔAstro*^ and control littermates and immunostained for GFAP and HMGB1 (Fig. 5b, c). Similar to what was observed in vivo, primary astrocytes isolated from *Hmgb1*^*ΔAstro*^ mice exhibited significant changes in morphology, with less extensions and a more flattened cell body compared to control astrocytes (Fig. 5d, e). Considering the roles played by ECs and astrocytes (including Cx43) in the maturation of the cerebral cortex and neuronal networks^11,24,40^, immunofluorescent analysis of three neuronal markers (NeuN, CTIP2 and POU3F2) was performed to test whether lack of astroglial *Hmgb1* affects cortical growth. No difference in neuronal layering across cortical depth was observed between the *Hmgb1*^*ΔAstro*^ and control mice at P14 (Supplementary Fig. 9a), altogether demonstrating that astroglial *Hmgb1* is required for proper postnatal maturation of astrocytes and that this is independent of cortical lamination.

**Fig. 5:**
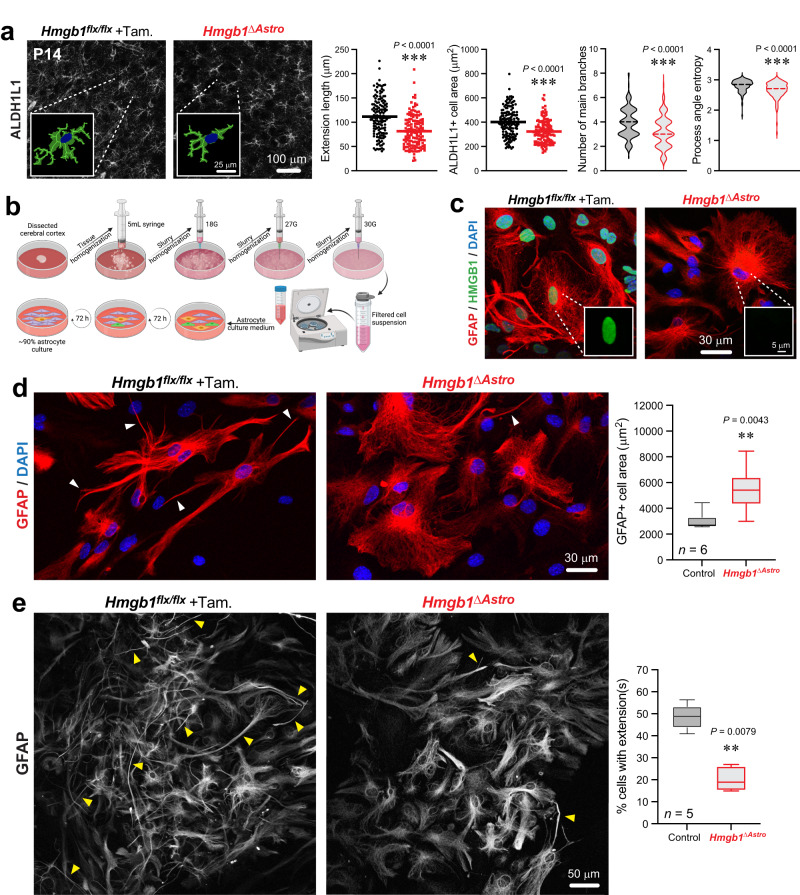
Lack of HMGB1 in newborn astrocytes affects astroglial morphology in vivo and in vitro. **a** Left, Fluorescence micrographs of immunostained cortical sections (ALDH1L1, desaturated) from P14 control and *Hmgb1*^*ΔAstro*^ mice. Inset represent high magnifications of astrocytes segmented for main branches. *Right*, Quantification of morphological metrics from all astrocytes segmented for the control group (*n* = 149 cells from 4 animals) and for the mutant group (*n* = 143 cells from 4 animals). See Extended Data Fig. 7. for all cells. Data are mean with individual values (extension length, cell area) or violin plots (center dashed line indicating median). ***p < 0.01 (two-tailed unpaired *t* test). **b** Summary of procedure used to isolate and culture primary cerebral cortex astrocytes. **c** Fluorescence micrographs of immunostained primary astrocytes (GFAP, red; HMGB1, green; and DNA stain DAPI, blue) cultured after isolation from P14 control and *Hmgb1*^*ΔAstro*^ mice. Absence of HMGB1 can be confirmed in *Hmgb1*^*ΔAstro*^ astrocytes. **d** Left, Representative fluorescence micrographs of immunostained primary astrocytes (GFAP, red; and DNA stain DAPI, blue) cultured after isolation from P14 control and *Hmgb1*^*ΔAstro*^ mice. White arrowheads point at thin cellular extensions. Right, Graph shows quantification of GFAP+ cell area in culture. Data are whisker boxes (min to max, center line indicating median). **p < 0.01 (two-tailed Mann–Whitney’s test). **e** Left, Fluorescence micrographs of immunostained primary astrocytes (GFAP, desaturated) cultured after isolation from P14 control and *Hmgb1*^*ΔAstro*^ mice. Yellow arrowheads point at thin cellular extensions. Right, Graph shows quantification of the proportion of astrocytes (% cells) displaying thin cellular extensions. Data are whisker boxes (min to max, center line indicating median). **p < 0.01 (two-tailed Mann–Whitney’s test). All microscopy images displayed in this figure are representative of experiments repeated in at least 5 mice per group, with similar results. Source data are provided as a Source Data file.

### Astroglial *Hmgb1* regulates the expression of genes related to cytoskeletal remodeling

Next, to unmask the molecular underpinnings of altered gliovascular structure at P14 in *Hmgb1*^*ΔAstro*^ mice, we isolated primary cortical astrocytes and ECs from *Hmgb1*^*ΔAstro*^ and control littermates and performed deep RNA sequencing on each cell type from individual mice (Fig. 6a, b and Supplementary Fig. 9b, d). In contrast to the markedly disturbed ultrastructure of ECs in *Hmgb1*^*ΔAstro*^ mice at P14, transcriptomic analysis showed little-to-no change in endothelial gene expression (Supplementary Fig. 9c). Compared to ECs, astrocytes from *Hmgb1*^*ΔAstro*^ mice displayed a larger number of differentially-expressed genes (DEGs) (Fig. 6c, d). In particular, four astroglial DEGs downregulated in *Hmgb1*^*ΔAstro*^ astrocytes have been associated with cytoskeletal remodeling, namely *Slit1*, involved in neuronal morphogenesis^41,42^, *Camk1g* encoding Calcium/calmodulin-dependent protein kinase Iγ (CaMKIγ) which regulates activity-dependent dendritic growth via cytoskeletal remodeling^43,44^, A*rhgef28* encoding Rho guanine nucleotide exchange factor (RGNEF) involved in microtubule network remodeling^45,46^, as well as *Ptger4* encoding prostaglandin E receptor 4 (EP4) which controls actin cytoskeleton remodeling^47^ (Fig. 6e, Supplementary Fig. 9d). Of note, activation of EP4 was shown to inhibit actin ring formation in osteoclasts^47^. Consistent with these observations, and possibly linked to *Ptger4* downregulation, we consistently observed significantly more *Hmgb1*^*ΔAstro*^ astrocytes presenting a somatic actin ring compared to control astrocytes when stained with F-actin-binding phalloidin (Fig. 6f, Supplementary Fig. 9e, f). Fewer transcripts were significantly upregulated (FRD < 0.05; FC > 2) in *Hmgb1*^*ΔAstro*^ astrocytes, including *Teddm2*, encoding the epididymal protein Me9, and *Lurap1l*, predicted to function as an adaptor involved in the regulation of cell shape^48^. Collectively, these data suggest that HMGB1 regulates cytoskeletal arrangement in postnatal astrocytes.

**Fig. 6:**
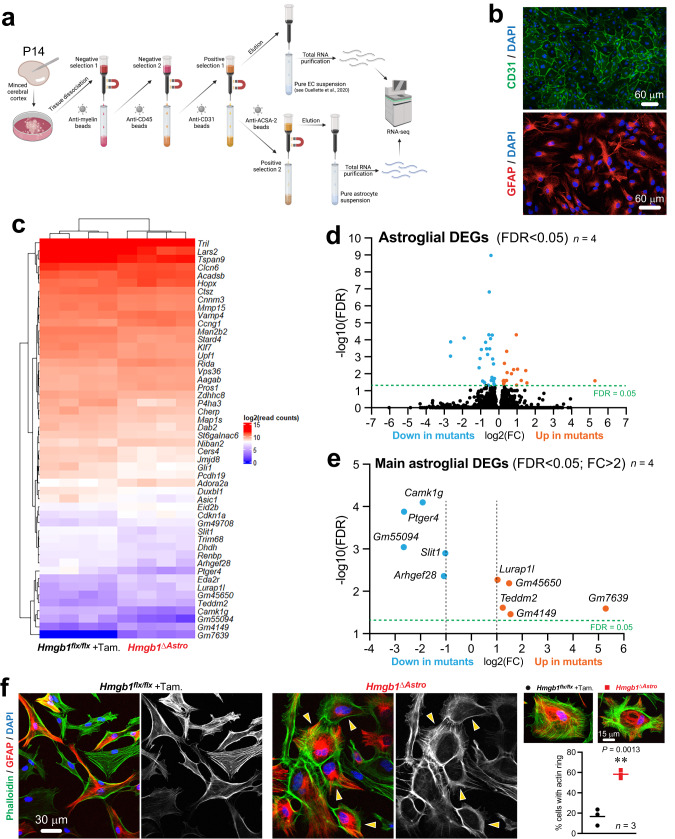
HMGB1 regulates a cytoskeleton-related genetic program in astrocytes. **a** Summary of procedure to acutely purify total endothelial and astroglial RNA for deep sequencing analysis. Following microdissection and dissociation of the cerebral cortex, series of selections (negative followed by positive) allow for isolation of pure populations of ECs or astrocytes (see methods for details). **b** Sample images of immunocytochemical staining for endothelial marker CD31 or astroglial marker GFAP in primary culture performed after cell isolation steps for deep RNA sequencing, controlling the purity of the preparation. **c** Heat map illustrating differentially-expressed genes (False discovery rate, FDR < 0.05) between primary astrocytes from control and *Hmgb1*^*ΔAstro*^ mice (*n* = 4 group). **d**, **e** Volcano plots (FDR versus Log2 fold change, FC) display astroglial genes differentially-expressed between control and *Hmgb1*^*ΔAstro*^ mice. **f** Left, Fluorescence micrographs showing phalloidin staining (F-actin, green) of GFAP-positive astrocytes (red) in primary cell cultures obtained from control or *Hmgb1*^*ΔAstro*^ mice at P14. Yellow arrowheads point at F-actin ring-like structures in mutant astrocytes. Right, Higher magnifications of primary astrocyte cultures stained as in *left* to illustrate the remodeling of F-actin networks into a somatic ring in *Hmgb1*^*ΔAstro*^ astrocytes, with quantification (astrocytes from *n* = 3 animals per genotype). All microscopy images displayed in this figure are representative of experiments repeated in at least 3 mice per group, with similar results. Source data are provided as a Source Data file.

### Loss of astroglial *Hmgb1* postnatally affects cerebrovascular function and behavior into adulthood

Considering the morphological and transcriptional alterations measured in postnatal astrocytes from *Hmgb1*^*ΔAstro*^ mice, we sought to determine consequences of loss of astroglial HMGB1 on gliovascular unit function in adult *Hmgb1*^*ΔAstro*^ animals. We assessed neurovascular coupling in the primary somatosensory (S1) cortex of young adult (P50) *Hmgb1*^*ΔAstro*^ mice and control littermates. Upon whisker stimulation in *Hmgb1*^*ΔAstro*^ mice, we measured reduced cerebral blood flow (CBF) responses (% increase), as well as reduced CBF response amplitude during stimulation (Fig. 7a). Other hemodynamic parameters were unaffected by the conditional mutation (Supplementary Fig. 10c). The reduction in CBF response exhibited by *Hmgb1*^*ΔAstro*^ mice appeared independent of neuronal activation, as no change in cFos induction was observed in S1 cortex of whisker-stimulated *Hmgb1*^*ΔAstro*^ animals (Fig. 7a, Supplementary Fig. 10c). We also tested whether altered CBF in adult mutants correlated with aberrant distribution of cortical Cx43. Consistent with our findings at P14, the Cx43 phenotype persisted in adult *Hmgb1*^*ΔAstro*^ mice compared to age-matched controls, yet the size of abnormal Cx43 puncta patches appeared higher at P50 compared to P14 in *Hmgb1*^*ΔAstro*^ mice (Fig. 7b). However, protein levels of Cx43 were significantly lower in mutant mice compared to littermate controls (Supplementary Fig. 10d). In addition, protein levels of AQP4 appeared slightly higher in P50 mutant mice compared to age-matched controls (Supplementary Fig. 10d). Of note, no astrogliosis, was found in either control or mutant mice at P50 as assessed by low GFAP immunoreactivity (Supplementary Fig. 10b). Finally, we hypothesized that all the alterations reported above in *Hmgb1*^*ΔAstro*^ mice may lead to behavioral changes in adult mice. *Hmgb1*^*ΔAstro*^ mice displayed significantly reduced marble-burying behavior compared to control littermates (Fig. 7c), an indicator of stereotypic and/or repetitive behavior. While *Hmgb1*^*ΔAstro*^ and control mice showed comparable behaviors in the open field and novel object recognition tasks (Fig. 7d, Supplementary Fig. 10e, f), mutant mice travelled more distance during the 5-minute novel object test trial (Fig. 7d). In the elevated plus maze test, more entries in closed arms were measured for *Hmgb1*^*ΔAstro*^ mice compared to their control littermates (Fig. 7e, Supplementary Fig. 10g), suggesting an anxiety-like phenotype in mutant animals.

**Fig. 7:**
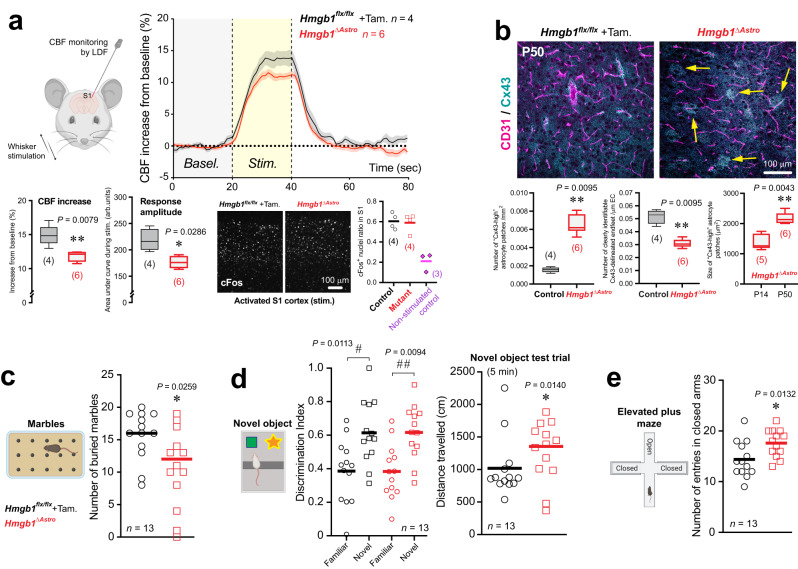
Astroglial HMGB1 is required in newborn astrocytes for normal neurovascular coupling and behavior in adult mice. **a** Top left: Schematic illustrating Laser Doppler flowmetry (LDF) coupled to whisker stimulation in P50 mice. Top right: Traces of normalized & averaged cerebral blood flow (CBF) responses. Traces are mean ± SEM. *Bottom*: Altered hemodynamic parameters from evoked CBF in the primary somatosensory (S1) cortex, and cFos immunostaining in S1. Data are whisker boxes (min to max, center line indicating median). *p < 0.05, **p < 0.01 (two-tailed Mann–Whitney’s test). **b** Left: Fluorescence micrograph showing normal Cx43 (cyan) distribution around CD31-labelled microvessels (magenta) in cortical brain sections (S1) from control *Hmgb1*^*flx/flx*^ mice at P50. Right: Representative micrographs showing disruption of Cx43 distribution in cortical brain sections (S1) from age-matched *Hmgb1*^*ΔAstro*^ mice. Yellow arrows indicate “Cx43-high” patches in adult *Hmgb1*^*ΔAstro*^ mice. Quantification of Cx43 distribution demonstrates that the number of “Cx43-high” patches remains significantly higher in *Hmgb1*^*ΔAstro*^ mice compared to controls at P50. Consistent with *Hmgb1*^*ΔAstro*^ mice at P14, the number of clearly identifiable Cx43-delineated endfeet is reduced in adults *Hmgb1*^*ΔAstro*^ mice. However, the size of “Cx43-high” patches in *Hmgb1*^*ΔAstro*^ mice is significantly higher at P50 than at P14. Data are whisker boxes (min to max, center line indicating median). **p < 0.01 (unpaired two-tailed Mann–Whitney’s test). **c** Behavioral assessment measured decreased marble burying in *Hmgb1*^*ΔAstro*^ mice compared with control littermates. **d** In the novel object recognition task, *Hmgb1*^*ΔAstro*^ mice travelled more distance during the 5-min trial test. **e** In the elevated plus maze, *Hmgb1*^*ΔAstro*^ mice displayed increased entries in closed arms. Schematic representations are displayed for each behavioral task. All behavioral data are mean with individual values. ^#^*p* < 0.05, ^# #^*p* < 0.01 (Two-way ANOVA and Sidak’s post-hoc test). *p < 0.05 (two-tailed Mann–Whitney’s test). All microscopy images displayed in this figure are representative of experiments repeated in at least 4 mice per group, with similar results. Source data are provided as a Source Data file.

## Discussion

In this study, we analyzed gliovascular development, focusing on the time course of astrocyte maturation and endfoot placement around cortical microvessels, as well as on the cellular and molecular maturation of astrocytes with respect to cerebrovascular growth. We found that the first seven days after birth are critical for the maturation of astrocytes and for recruitment of their endfeet at the microvascular wall in the mouse cerebral cortex. We reveal that perivascular endfoot coverage begins to establish around P7 in the cerebral cortex, and that the complexity of astrocyte morphology and transcriptome evolves alongside postnatal growth of cortical vessels. 

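In astrocyte-enriched AOIs, 247 targets were higher at P5 than at both P0 and P14, and 27 were lower than at both (edgeR's quasi-likelihood test, adjusted p under 0.05 in each comparison). A further 381 targets rose in both intervals and 162 fell in both. Of the named genes, *Slc1a2* and *Apoe* rose in both intervals and none was highest or lowest at P5. The normalized count of *Slc1a2* was 24.9 ± 5.28 at P0, 88.6 ± 51.6 at P5 and 973 ± 522 at P14 (SD, n = 4 animals), and its log2 fold change between P5 and P14 was 3.50 (standard error 0.44, adjusted p = 8.55e-06 from edgeR). *Gja1*, at 1.80, and *S100b*, at 1.48, also rose between P5 and P14 (adjusted p = 0.00148 and 1.64e-05 from edgeR). On slides 1 and 2 the log2 fold change was 4.78 for *Slc1a2* and 2.98 for *Gja1*, on slides 3 and 4 it was 2.19 and 0.62, and without replicate 2 *Gja1* was at 1.17. *Apoe*, at 1.14, and *Dtna*, at 0.66, passed with adjusted p = 0.0439 and 0.00799 from edgeR, but on slides 3 and 4 their log2 fold changes were 0.13 and 0.27 and neither passed (adjusted p = 0.689 and 0.384). In edgeR *Apoe* also lost its call without replicate 1 (1.05, adjusted p = 0.106), replicate 2 (0.50, 0.479), P14 replicate 2 (0.62, 0.208), P5 replicate 1 (0.91, 0.227) or P5 replicate 2 (0.67, 0.343) and with no replicate block (1.00, 0.0873). *Dtna* lost its call without replicate 1 (adjusted p = 0.159 from edgeR), replicate 2 (0.0924), P14 replicate 2 (0.0606), P5 replicate 1 (0.111) or P5 replicate 2 (0.0549) and in thinned libraries (0.0597). In these AOIs 5 of the 7 named markers of mature astrocytes were higher at P14 than at P5 and none was lower, with the same number when adjusted over the list alone, and they are genes the study chose.
Both comparisons use the same P5 animals. Independent lists of these sizes would share 91.5 targets that rose and then fell and 33.8 that fell and then rose. Unchanged simulated animals gave a mean of 0 over 8 simulations, but without changes few targets pass either comparison, so this 0 decides nothing. With the 4 P5 animals split over the comparisons 70 to 133 and 4 to 13 were shared. For targets that rose in both intervals these values were 93.4, 0 and 73 to 594 (median 103.5), and for those that fell in both 33.1, 0 and 20 to 320 (median 28). Each such split leaves 2 P5 animals per comparison, which can detect fewer changes than 4. The highest split values still exceeded the full data, with 594 against 381 for targets that rose in both intervals. For those that fell in both they were 320 against 162. Lower detection thus does not account for all of the split values. In microvessel-enriched AOIs 2 targets were highest and 0 lowest at P5.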

At P5, marked transcriptional changes are apparent in astrocytes compared to other time-points during postnatal brain growth. Genes associated with cytoskeletal remodeling, such as *Mapt*^49^, *Rasgrf2*^50^ and *Gap43* linked to astrocyte arborization and elongation^51^, highlight the dynamic nature of astrocyte morphogenesis early after birth. Prior to our work, several studies had reported elements of postnatal astrocyte maturation^4,6,52,53^, but the precise time course underlying gliovascular maturation in the brain was unknown. Gilbert et al.^12^ reported a mechanism by which the astrocyte-specific membrane protein MLC1 is critical for astrocyte orientation and polarity towards developing vessels^12^, which could be at play during postnatal gliovascular growth. Another recent study focusing on the retinal vasculature reported that constitutive lack of *Adenomatosis polyposis coli downregulated-1* (*Apcdd1*) in mice led to precocious maturation of astrocytes with increased *Aqp4* expression and more extensive perivascular endfoot coverage at P14^54^. Testing whether *Hmgb1* expression is modulated in *Apcdd1*^*−/−*^ or *Mlc1*^-/-^ mice could provide a valuable genetic framework to study gliovascular maturation.

Our investigation into molecular players associated with gliovascular unit formation led us to identify HMGB1 as a molecular factor in astrocytes to regulate both astroglial morphogenesis and gliovascular unit maturation. HMGB1 is an evolutionarily conserved non-histone protein that is widely present in the nucleus of eukaryotic cells. It plays important roles in stabilizing DNA and regulating transcription^55^. HMGB1 has multiple functions depending on its location in the nucleus or cytosol, and it can be released actively from stressed cells, or passively after necrotic cell death^56^. Under pathological conditions in the adult brain, HMGB1 is upregulated and secreted to promote reparative angiogenesis and induction of inflammatory pathways^35,57–59^. 

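In astrocyte-enriched AOIs *Hmgb1* fell between P5 and P14, while its smaller fall between P0 and P5 did not pass edgeR's test. Every P5 animal was below every P0 animal, on all 4 slides, and the exact permutation test gave p = 0.0286 (0.072 adjusted). Between P0 and P14 it gave the same values, but these are the smallest it can give, so they do not show equal support. The highest P5 animal was at 122.1 and the lowest P0 animal at 122.8, while the highest P14 animal was at 72.7. Over the alternatives the adjusted p of this permutation test was 0.075 to 0.327 for P5 against P0. For P14 against P0 it was 0.075 to 0.0857. The normalized count at P5 was 114 ± 10.1 (SD, n = 4 animals), 13.3% below the mean at P0, and the mean at P14 was 43.3% below that at P5. Between P0 and P5 the log2 fold change of *Hmgb1* was −0.20 (standard error 0.17, adjusted p = 0.531 from edgeR, and 0.0814 with only these 2 ages in the model), and between P5 and P14 it was −0.86 (standard error 0.17, adjusted p = 0.00163 from edgeR). For this later interval *Hmgb1* had a log2 fold change of −0.84 on slides 1 and 2 and of −0.86 on slides 3 and 4. With TMM scaling it was −0.72 and did not pass (adjusted p = 0.101 from edgeR), nor did it with DESeq2's size factors in edgeR, at −0.70 (adjusted p = 0.131). A linear mixed model on single AOIs with the slide as random intercept called *Hmgb1* lower at P5 than at P0 (−0.20, adjusted p = 0.0217). As fitted here it counts the 2 AOIs of an animal as separate, while the paper states that its model accounts for the repeated measurement in each mouse.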

In our study, *Hmgb1* gene was highly expressed at birth (i.e., in a developing, healthy brain) and rapidly decreased by the end of the second postnatal week. We propose that increased production of HMGB1 under pathological conditions in the adult brain relates to the induction of a developmental genetic program promoting growth and repair. Similarly, others have shown that developmental processes are reactivated in pathological conditions in adults^60–62^, however a role for astroglial HMGB1 in neurodevelopment has been overlooked. Few studies using mice constitutively lacking HMGB1 (*Hmgb1*^*-/-*^), or *Hmgb1* knockdown in zebrafish, reported aberrant brain development, with altered neural progenitor proliferation and survival^63,64^. Here, we provide evidence revealing an important role for astroglial *Hmgb1* in gliovascular development.

Postnatally, *Hmgb1*^*ΔAstro*^ mice displayed profound morphological changes at the gliovascular unit (both in astrocytes and ECs) as revealed by in vivo and in vitro experiments. However, the BBB was not affected in these mutant mice, since neither small-molecule leakage nor tight junction protein difference were observed between *Hmgb1*^*ΔAstro*^ mice and their control littermates. Previous studies have shown that removal of astroglial endfeet does not perturb the BBB, consistent with our findings in *Hmgb1*^*ΔAstro*^ mice at P14. On the one hand, the gliovascular unit exhibits plasticity for instance upon brain injury, and astroglial endfeet replacement around blood vessels has been observed after laser ablation of endfeet^65^ or following two-photon chemical apoptotic ablation of perivascular astrocytes^66^. However, whether single astrocytes are forming more vascular contacts, as a compensatory mechanism, or more astrocytes are sending processes to the same vascular portion *Hmgb1*^*ΔAstro*^ mice remains to be elucidated. We found that while *Hmgb1*^*ΔAstro*^ astrocytes displayed reduced main branches in vivo and in vitro, the number of smaller astrocytic endfeet appeared increased in vivo using TEM; This discrepancy may reflect the limitation in resolution of immunofluorescence (IF) detection by algorithms to fully delineate morphological characteristics of single astrocytes. In addition, it will therefore be important to verify if endfoot replacement can be observed in adult *Hmgb1*^*ΔAstro*^ mice. On the other hand, our observations imply that a contact-dependent regulation of the BBB by astroglial endfeet during postnatal development is unlikely. However, this does not rule out a regulation of the BBB by factors released from astrocytes, with implications for neurological disorders^67^.

Several genes linked to cytoskeletal regulation were identified as significantly downregulated in *Hmgb1*^*ΔAstro*^ astrocytes, including *Slit1*, *Camk1g* and *Arhgef28*. In particular, *Ptger4*, encoding EP4 which regulates actin ring formation^47^, was downregulated in *Hmgb1*^*ΔAstro*^ astrocytes. This observation correlated with a high proportion of *Hmgb1*^*ΔAstro*^ astrocytes exhibiting actin rings in cell culture compared to control cells. While very little is known about the function of HMGB1 in astrocytes, a recent in vitro study showed that overexpression of nuclear HMGB1 in astrocytes significantly increased the methylation of the SAM and SH3 domain-containing 1 (SASH1) gene, encoding a scaffolding protein associated with cytoskeletal regulation, and this was linked to reduced cell adhesion and increased migration^68^.

One hallmark of astrocyte differentiation is the robust expression of Cx43, the most abundant connexin in the brain, involved in extensive coupling between astrocytes via gap junction^69^. This coupling allows for rapid communication between astroglial networks in response to neuronal demands^70–72^. In the cortex of *Hmgb1*^*ΔAstro*^ mice, despite the difference in Cx43 protein levels at P50, Cx43 protein distribution appeared severely impaired at both P14 and P50. This might be explained by the aberrant cytoskeletal rearrangement in *Hmgb1*^*ΔAstro*^ astrocytes. It is possible that F-actin rings prevented the distribution of Cx43 beyond the cell body into astroglial extensions. Indeed, the C-terminal tail of Cx43 interacts with the actin cytoskeleton, a substrate for proper transport to the cell membrane^40,73^. Cx43 was also reported to control astrocyte morphogenesis via a channel-independent mechanism likely mediated by its adhesive properties^74^. Of note, HMGB1 was shown to promote differentiation of spinal ependymal cells into astrocytes^75^. Taken together, HMGB1 may function as a transcriptional regulator in developing astrocytes to regulate cytoskeletal reorganization and cellular morphogenesis.

The reduced morphological complexity of *Hmgb1*^*ΔAstro*^ astrocytes, observed both in vitro and in vivo, affected endfoot placement at the gliovascular interface, as measured at the TEM level and by endfoot markers Cx43 and AQP4. Interestingly, the spaces let by the *Hmgb1*^*ΔAstro*^ endfeet on blood vessels (TEM images) are small in comparison to the length of vessels with no AQP4 signal (immunofluorescent images) in *Hmgb1*^*ΔAstro*^ mice; However, we did not detect differences in AQP4 protein levels. Taken together, like the aberrant distribution observed for Cx43 in *Hmgb1*^*ΔAstro*^ astrocytes, AQP4 distribution at the endfeet (but not production) may have been affected by HMGB1 ablation. Of note, F-actin cytoskeleton plays a primary role for AQP4 plasma membrane localization and during cell adhesion^76^. While vessel branching and density were not affected by loss of astroglial HMGB1, suggesting normal angiogenesis, brain EC morphology was also severely impaired in P14 *Hmgb1*^*ΔAstro*^ mice. Brain ECs in P14 *Hmgb1*^*ΔAstro*^ mice were reminiscent of ECs from newly formed capillaries^77^, and appeared morphologically closer to ECs we observed in wild-type brains at P0. Yet, little-to-no transcriptional change was measured in P14 *Hmgb1*^*ΔAstro*^ ECs, suggesting a post-transcriptional (contact-dependent or via released signals) regulation of EC maturation by astrocytes.

Changes observed at the gliovascular unit in *Hmgb1*^*ΔAstro*^ mice at P14 were followed by neurovascular coupling abnormalities in adults. This may be due to either aberrant Cx43 signaling in astrocytic endfeet^78,79^ or abnormal astrocyte coverage affecting vascular smooth muscle cell contractility^12,80^. Moreover, adult *Hmgb1*^*ΔAstro*^ mice displayed behavioural changes, with reduced repetitive movements, increased locomotion in a cognitive task and more entries in closed arms of the elevated plus maze, overall indicative of increased anxiety. While we did not draw causal links, we propose that neurovascular deficits and altered distribution of Cx43, which persisted in adult *Hmgb1*^*ΔAstro*^ astrocytes, may contribute to the behavioural phenotype. Of note, Cx43 plays an important role in healthy synaptic transmission and cognition in mice^39^. The long-term implications associated with loss of astroglial HMGB1 on aging and resilience to brain injury remain to be established.

Cerebrovascular dysfunction, resulting from altered neurovascular maturation or neurovascular uncoupling, is a precipitating factor in neurological disorders^81,82^. Cognitive decline with reduced cerebral blood flow has been described as an early marker of vascular dementia^83^ and Alzheimer’s disease^84^, both of which were linked to astrocyte dysfunction^29^. Cerebrovascular impairments in neurodevelopmental conditions such as autism spectrum disorders^24^ and schizophrenia^85^ have also been associated with astrocyte malfunction^86,87^ and reduced cerebral blood flow in adults^26^. As aberrant astrocyte morphogenesis and gliovascular development may predispose the adult brain to cognitive decline and/or impair vascular responses to neuronal injury, elucidating the role of HMGB1 in gliovascular plasticity may lead to therapies for neuroprotection.

## Methods

### Animals

All animal procedures including euthanasia were approved by the University of Ottawa Animal Care Committee and were conducted in accordance with the guidelines of the Canadian Council on Animal Care (Breeding Protocol: CMM-3317; Experimental Protocol: CMM-3956).

#### Mouse husbandry

All mice were bred in house and housed maximum five per cage with free access to food and water. Mice are on a 12/12 light cycle (7AM On / 7PM Off). Mice undergoing behavioral testing are on an inverted light cycle. Animal temperature for rodent rooms is 21 °C–23 °C, with humidity of 40–60%. To assess astrocyte coverage/density, *Aldh1l1-eGFP* (BAC) males (Jackson laboratory, Stock No. 026033; B6 background) were crossed with WT “Noncarrier” females (Jackson laboratory). Conditional knockout of *Hmgb1* was achieved by breeding *Aldh1L1-Cre/ERT2* BAC transgenic male animals^88^ (Jackson laboratory, Stock No. 031008; C57BL/6N-congenic background) into a background of female mice carrying a loxP-flanked *Hmgb1* gene (*Hmgb1*^*flx/flx*^*)*^89^ (Jackson laboratory, Stock No: 031274; B6 background). Animals were backcrossed to generate *Hmgb1*^*flx/flx*^ offspring with or without *Aldh1L1-Cre/ERT2*. Offspring and breeding pairs were all confirmed by PCR. Littermate mice of both sexes were included in experiments at age postnatal day (P)0, P5, P7, P14, P21 or P50, as specified in the text and figure legends. For tissue extraction, pups 7-day-old and younger were decapitated using sharp scissors. For animals 14-day-old and older, anesthesia (Ketamine/xylazine, 100 mg/kg and 10 mg/kg respectively, i.p.) was used prior to euthanasia by cervical disclocation.

#### Genotyping

Heterozygous *Aldh1l1-eGFP* offspring were identified through PCR. Primers used were: 5′-GAACAGGCGAAAGCGTTAAG-3′ (23136, forward), 5′-GTAAACCTCCTGGCCAAACA-3′ (18707, reverse), 5′- CTAGGCCACAGAATTGAAAGATCT-3′ (oIMR7338, forward), and 5′- GTAGGTGGAAATTCTAGCATCATCC-3′ (oIMR7339, reverse) with PCR products of 550 bp (transgene) and 324 bp (internal positive control). For Cre genotyping, the following primers were used: 5′-GCAAGTTGAATAACCGGAAATGGTT-3′ (forward) and 5′-AGGGTGTTATAAGCAATCCCC AGAA-3′ (reverse), with a 250-bp PCR product. For *Hmgb1*^*flx*^ genotyping, 5′-AAAGTTTGATGCGAACACG-3′ (forward) and 5′-TGATCTCAAGAGTAGGCACAGG-3′ (reverse), with a 400-bp mutant and 328-bp WT PCR product.

### Immunohistochemistry and immunofluorescence

#### Immunofluorescence for two-dimensional (2D) imaging

For postnatal development of astrocyte and vascular beds, brains from P0, P5, P7, P14 and P21 *Aldh1l1-eGFP* (BAC) males were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. Cortices were embedded in agarose and cut into serial, 50 μm-thick, coronal sections using a vibratome (VT1000S, Leica), then processed free-floating. Sections were blocked using a solution containing 10% donkey serum, 0.5% Triton X-100 in 50 mM PBS (‘0.5% PBT’) and 0.5% cold water fish skin gelatin, then incubated overnight at room temperature (RT) with combinations of primary antibodies including: anti-CD31 (1:200; BD pharmingen Cat #553370), anti-GFP (1:50; Invitrogen Cat #ab5450) and anti-GFAP (1:500; Synaptic Systems Cat #173004). On the next day, sections were washed with 0.5% PBT and incubated with species-specific secondary antibodies (Goat anti-Guinea Pig Alexa Fluor488; Donkey anti-Rat Alexa Fluor568; Donkey anti-Goat Alexa Fluor488, Invitrogen) at 1:300 dilution for 3 h at RT. Sections were washed with 0.5% PBT, then 0.1 M PB (floating sections mounted) then coverslipped in Fluoromount-G (Electron Microscopy Science, EMS). Immunostained sections were examined under a Zeiss Axio Imager M2 microscope equipped with a Axiocam 506 Mono digital camera and the Zeiss ApoTome.2 module for optical sectioning, controlled by ZenPro 2.6 software. Images were acquired as follows: 20 μm deep z-stacks were acquired with a 20x objective in the somatosensory area of the cortex and subsequently transformed into maximal intensity projections for 2D quantifications (see “Methods for automated analysis”).

For immunostaining of brain sections from *Hmgb1*^*flx/flx*^ and *Hmgb1*^*ΔAstro*^ mice, following overnight fixation in 4% PFA all brains were rinsed in PBS and submerged in 30% sucrose until tissue fully sank, then embedded in OCT medium and cut coronally into 25 µm-thick serial sections using a cryostat (HM525 NX, Thermo Fisher Scientific), then mounted on charged glass slides. Immunostaining was performed as previously described^24^. In brief, sections were incubated in a blocking solution (2 h RT), followed by overnight incubation at RT with combinations of primary antibodies including anti-CD31 (1:300, BD pharmingen), -HMGB1 (1:1000, Abcam, Cat# ab18256), -Cx43 (1:400, MilliporeSigma, Cat# 6219), -Cre (1:1000, MilliporeSigma, Cat# 69050), -IBA1 (1:300, Abcam, Cat# ab107159), -NeuN (1:1500, Millipore Sigma, Cat# ABN90), -Ctip2 (1:200, Abcam, Cat# ab18465), -Pou3f2 (1:200, Cell Signaling Cat# 12137 S), -Ki67 (1:250, Thermo Fisher Scientific, Cat# MA5-14520), -phospho-histone H3 (1:300, Cell Signaling, Cat# 3377 S), -c-Fos (1:1000, Abcam, Cat# ab190289) -GFAP (1:500, SynapticSystems), -Aquaporin-4 (1:200, Alomone Labs, Cat# AQP-004) as well as with Click-iT™ EdU Cell Proliferation Kit (Thermo Fisher Scientific) according to manufactures protocol. For antibodies goat anti-Aldh1L1 (1:100, Thermo Fisher Scientific, Cat# 600-101-HB6) and monoclonal rabbit anti-ALDH1L1 (1:400, Thermo Fisher Scientific, Cat# 702573), a mild antigen retrieval step was performed. In brief, sections were incubated in 10 mM sodium citrate and 0.05% Tween-20 solution at 55 ^o^C for 5 min and sections were then processed for immunofluorescence as outlined above. On the next day, sections were washed with 0.5% PBT and incubated with species-specific (Goat anti-Guinea pig 594 or 488, Donkey anti-Rat 568 or 488, -Rabbit 647 or 568, -Goat 488, -Mouse 568) AlexaFluor secondary antibodies (1:400, Invitrogen) for 2 h at RT. Sections were counter stained with DAPI then washed with 0.5% PBT and PB prior to coverslipping in Fluoromount-G (EMS). Immunostained sections were examined under the Zeiss Axio Imager M2 with ApoTome.2. A 20x objective was used to aquire 20 μm deep z-stacks in the somatosensory area of the cerebral cortex and subsequently transformed into maximal intensity projections for 2D quantifications (see “Methods for automated analysis”). Postnatal proliferation of endothelial cells and astrocytes were quantified as described previously^72^.

For immunostaining of *Hmgb1*^*flx/flx*^ and *Hmgb1*^*ΔAstro*^ astrocyte cell cultures grown on 0.01% poly-l-lysine coated cover slips, cells were fixed with cold 4% PFA for 5 min then washed twice with PBS. Cells were then incubated with blocking solution for 1 h at RT. Cells were then incubated with primary antibodies anti-HMGB1 (1:1000, Abcam), -GFAP (1:1000, SynapticSystems), or - Phalloidin (1:40, ThermoFisher, Cat# A12379) for 2 h at RT followed by 3 washes with 0.2% PBT. Cell were incubated with species-specific (Donkey anti-Rabbit 647, Goat anti-Guinea Pig 568) AlexaFluor secondary antibodies (1:300, Invitrogen) for 1 h at RT. Cover slips were counter stained with DAPI then washed with 0.2% PBT and PB prior to coverslipping in Fluoromount-G (EMS) and allowed to dry. Cells were examined under the Zeiss Axio Imager M2 with ApoTome.2. A 20x objective was used to acquire images for morphological analysis. The proportion (% total number) of DAPI-positive astrocytes displaying long, thin extensions, or an acting ring, was measured manually, each cell contour being defined by GFAP immunoreactivity. The GFAP-positive cellular area was measured by manual tracing (*n* = 20 astrocytes per animal, *n* = 6 animals per group, from 3 experimental replicates) in ImageJ software (NIH) using the Segmented Line tool and Measure function on calibrated micrographs.

#### Immunofluorescence for three-dimensional (3D) imaging

Flatten-fixed cortices from *Hmgb1*^*flx/flx*^ and *Hmgb1*^*ΔAstro*^ P14 male and female mice were embedded in agarose and cut tangentially, through the somatosensory cortex, into serial 120 µm-thick sections with a vibratome and processed free-floating, as described above. Sections were incubated overnight at RT with anti-CD31 (1:200) as previously described^24^. The next day, sections were washed with 0.5% PBT and incubated with species-specific (Donkey anti-Rat 488) AlexaFluor secondary antibodies (1:300, Invitrogen) for 3 h at RT. Sections were washed with 0.5% PBT and 0.1 M phosphate buffer (PB), mounted on charged slides, then coverslipped in Fluoromount G (EMS). Immunostained sections were examined using a Zeiss Axio Imager M2 microscope equipped with a digital camera (Axiocam 506 mono) and the Zeiss ApoTome.2 module for optical sectioning. Nine 50-μm-deep z-stacks were then acquired at 10× objective in three major subdivisions of the cortex (anterior, parietal and occipital) for representative sampling of the cerebral cortex. The parietal subdivision corresponded to the primary somatosensory cortex. Tangential sections above and below layer IV were considered as layer II/III and V, respectively, as previously described^8,24^. Computational morphometric analysis of 3D vascular images was performed using a method we previously developed^8^ (see also “Methods for automated analysis”).

### Automated analysis of immunofluorescence images

The diagram below presents the overall structure of the automated image processing and analysis procedures adopted for the present work, which incorporates five main blocks respectively analyzing: (a) astrocytes, (b) blood vessels, (c) connexin43, (d) neurons and (e) the quantification of the relationship between astrocytes, blood vessels and connexin43 (Supplementary Fig. 11). The main steps involved in the astrocytes identification and characterization are shown in (a). The analysis is divided into two main branches aimed at identifying: (a1) astrocyte body; and (a2) astrocyte processes. First, a Convolutional Neural Network (CNN) was used for segmenting astrocytes bodies, as indicated in branch (a1). The dataset consists of 238 images with size 1376 × 1104 pixels containing fluorescently labeled astrocytes. For training the network, 125 samples with size 384 × 384 pixels were extracted from the images. The images and locations used for extraction were randomly selected, with the restriction that no image had more than one sample extracted and that 25 samples were chosen for each age (P0, P5, P7, P14 and P21). All astrocytes bodies were manually marked on the 125 extracted samples. 80% of the samples for each age were used for training the network and 20% were used for validation. A U-Net architecture^90^ with a ResNet-18 encoder^91^ was trained for 100 epochs using the Adam optimization algorithm^92^, a Dice loss^93^ and the one cycle policy learning rate^94^ with a maximum learning rate of 0.001. The following data augmentations were used for increasing the generalizability of the manual annotations: Gaussian blur, random gamma changes, Gaussian noise, left-right and up-down flips and random crops with resize.

Astrocytes processes identification, corresponding to the branch (a2), involved the following procedure. First, a Gaussian smoothing filter was applied. Next, the processes were segmented using an adaptive local thresholding technique. Each pixel was classified as an astrocyte process if its value was larger than the average intensity of a circular window of radius 20 μm centered on the pixel. Components with size smaller than 25 μm² were removed from the images. Astrocytes bodies identified using the aforementioned procedure were added to the segmentations. In order to characterize the processes, their medial lines were calculated using the Palágyi-Kuba thinning algorithm^95^. Pixels belonging to a medial line and having three or more neighboring medial line pixels were classified as bifurcations, while pixels in a medial line having one neighbor were classified as terminations. Each astrocyte was then stored as a graph, where a root node represented the cell body and the remaining nodes represented bifurcations and terminations of the astrocytes processes. Edges with size smaller than 4 μm were considered spurious and were removed from the graphs.

The astrocyte density in a sample was calculated as the number of astrocytes divided by the area of the sample. The astrocytes extension length was calculated as the sum of the arc-lengths of the medial lines of the identified astrocytes processes divided by the area of the sample. The extension branching point density was calculated as the number of nodes having degree larger than or equal to 3 in the graph representation of the processes divided by the area of the sample.

The astrocyte process angle entropy was calculated as follows. For each point in the medial line of an astrocyte process, henceforth referred to as a reference point, all points in the same medial line that were at a distance smaller than 4.5 μm from the reference point were identified. These points defined a portion of the medial line segment around the reference point. A straight line was adjusted to the segment, and the angle of the line was associated with the reference point. This process was repeated for all points in the medial lines. A histogram was constructed from all angles calculated for a given astrocyte, and the histogram values were used for calculating the Shannon entropy^96^ of the angles. A low entropy of the angles means that most extensions of the astrocyte tend to have the same angle, while a high entropy indicates that there is no preferred angle. The overall angle entropy of a sample was calculated as the average angle entropy of the astrocytes.

The main procedures used for analyzing the blood vessels are shown in (b). The blood vessels were segmented using a CNN that was trained on segmented images obtained from previously published works^8,24^. The network architecture was similar to the one used for segmenting the astrocytes, with the difference that the training was done for 10 epochs and used a maximum learning rate of 0.01. The transformations for data augmentation were also similar, with the addition that histogram equalization was applied to the images. The medial lines of the detected blood vessels were calculated, and a graph was used for representing bifurcations and terminations of the vessels, similarly to what was done for the astrocytic extensions.

The blood vessel density was calculated as the arc-length of all medial lines of the blood vessels in a sample divided by the sample area. The branching point density was calculated as the number of nodes with degree equal to or larger than 3 in the graph divided by the sample area.

The connexin was segmented as follows (c). First, a Gaussian blur was applied to the images. Next, an adaptive local thresholding operation was applied for classifying the pixels into connexin or background. Pixels having a value larger than the average value of a circular window of radius 20 μm around them were classified as connexin. Components with an area smaller than 15 μm² were understood as background.

The neurons were identified as follows (d). First, a histogram equalization procedure was applied to the images. Neurons in the images could be regarded as bright blobs on a dark background. Thus, a multi-scale Laplacian of Gaussian (LoG) blob detector^97^ was used. The scales used for the filter (standard deviation of the Gaussians) ranged from 4.5 μm to 9 μm. Peaks in the scale-space volume generated by the LoG filters with value larger than 0.1 were associated with individual neurons.

Neuron density along cortical depth was calculated as follows. The cortices surfaces were marked manually and used as a reference for calculating a distance transform^98^ from the surface. The calculated distances were then divided into equally spaced 50 μm thick areas, and the neuron density was calculated for each section.

Additional procedures were defined for quantifying the relationship between different structures, as illustrated in (e). Astrocytes containing processes that overlapped with blood vessels were identified using the astrocytes and blood vessels segmentations. The fraction of astrocytes contacting blood vessels was calculated as the number of astrocytes with at least one process overlapping a blood vessel divided by the number of astrocytes in the sample. The segmentations were also used for calculating astrocyte cell body density as well as EGFP density as a function of distance from blood vessel wall. A set of regions of interest were defined at distance intervals of 1 μm from all vessel walls in a sample, and the astrocyte cell density and EGFP density were calculated for each region. The densities were then normalized by the overall density of the respective sample.

Blood vessel connexin coverage was calculated using the connexin and blood vessels segmentations. Connexin having a distance equal to or smaller than 6 μm from any segmented blood vessel was considered to overlap with blood vessels. The total area of connexin overlapping with blood vessels divided by the total blood vessel area in a sample defined the connexin coverage. The coverage was calculated separately for blood vessels having diameter <=4.5 μm and those having diameter >4.5 μm.

### Tamoxifen-inducible Cre-recombinase activation

Tamoxifen injections were performed as previously described^99^. Briefly, for a stock solution 10 mg of tamoxifen (Sigma) were dissolved in 250 μl of 100% (vol/vol) ethanol and vortexed at maximum speed until tamoxifen was completely dissolved. The tamoxifen solution was then mixed with 750 μl of peanut oil (Sigma) and vortexed thoroughly for 15–20 min until an emulsion was obtained. The stock solution was diluted in a ratio of 1:10 with peanut oil and vortexed thoroughly for 15–20 min, for injections. Three consecutive injections of tamoxifen (50 μl, 1 mg/ml) into the mouse’s stomach was performed at P0, P1 and P2 in all pups from breeders (*Hmgb1*^*flox/flox*^ x *Aldh1l1-CreER*^*T2+/−*^*;Hmgb1*^*flx/flx*^). All injections were carried out in the same way at the same hour and the solution was always well homogenized before injecting.

### Laser Doppler flowmetry (LDF)

LDF measurements of evoked cerebral blood flow (CBF) were performed using the BLF22 flowmeter and a needle probe (Transonic Systems Inc., Ithica, NY, USA) in response to sensory stimulation in anesthetized mice (ketamine 100 mg/kg intraperitoneally; Bimeda, Cambridge, ON, Canada), as previously described^24^. In brief, CBF was recorded over the left somatosensory cortex before, during and after unilateral stimulation of the right whiskers with an electric toothbrush (20 s at 8–10 Hz). Recordings from 4 to 6 stimulations (every 60 s) were acquired, using LabChart 8 software, and averaged for each mouse. Quantifications of hemodynamic parameters (% increase from baseline, rising slope, time to maximum response, falling slope) were inspired from a reference hemodynamic study using multispectral optical intrinsic signal imaging^100^.

### Blood-brain barrier (BBB) permeability analysis

Experiments to assess BBB integrity were performed according to^11^. Briefly, 50 µl of Alexa Fluor 555 cadaverine (1 mg/ml, Thermo Fisher Scientific) were injected intraperitoneally in P14 mice. Cadaverine was allowed to circulate for 16 h, and mice were then perfused intracardially with cold PBS. Brains were extracted from *Hmgb1*^*flx/flx*^ and *Hmgb1*^*ΔAstro*^ animals, fixed in 4% PFA at 4 °C overnight, and further processed as described above for 2D immunofluorescence for visualization of cadaverine extravasation.

### Western blot analysis

Protein samples from *Hmgb1*^*flx/flx*^ and *Hmgb1*^*ΔAstro*^ cortical tissue were isolated using RIPA buffer with protease and phosphatase inhibitors and resolved by sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) as described previously^72^. Briefly, 30 μg protein was separated on a 10% SDS-PAGE gel (TGX Stain-Free FastCast, BioRad) and transferred to polyvinylidene difluoride membranes. Membranes were processed and incubated overnight at 4^o^C with primary antibodies anti-HMGB1 (1:2000, Abcam); -Cx43 (1:5000, Sigma-Aldrich), -VE-Cadherin (1:1000, Abcam Cat# ab205336), -β-catenin (1:1000, Abcam Cat# ab32572), -Occludin (1:1000, Abcam Cat# ab216327), -Claudin-5 (1:1000, Invitrogen Cat# 34-1600), -Aquaporin-4 (1:5000, SynapticSystems Cat# 429011), -Aquaporin-4 (1:200, Alomone labs) or -γ-tubulin (1:3000, Thermo Fisher Scientific Cat# MA1-850) in Tris-buffered saline (Tris 50 mM and NaCl 150 mM, pH 8.0) containing 0.05% Tween (TBST) in 1% nonfat dry milk. The membranes were washed and incubated with horseradish peroxidase–conjugated secondary antibody: Anti-Rabbit HRP or Anti-mouse HRP (Promega or Thermo Fisher Scientific) 1:10,000 in TBST containing 5% nonfat dry milk. Immunoreactive proteins were visualized by chemiluminescent solution (SuperSignal West Dura; Pierce Biotechnology). Densitometric, semiquantitative analysis of Western blots was performed using Image Lab software and normalized to total protein.

### Transmission electron microscopy (TEM)

Mice were anesthetized with a ketamine/xylazine cocktail (1 mg/kg, intraperitoneally) and perfused through the aortic arch with 3.5% acrolein and 4% paraformaldehyde. Fifty-micrometer-thick coronal sections of the brains were cut in sodium phosphate buffer (PBS 50 mM, pH7.4) using a Leica VT1000S vibratome (Leica Biosystems) and stored at −20 °C in cryoprotectant until further processing. Sections were post-fixed and embedded using variations of the protocol by Deerinck et al. (https://ncmir.ucsd.edu/sbem-protocol). In brief, the sections were washed 3 times in PBS for 10 min and were incubated in 1.5% potassium ferrocyanide and 2% aqueous osmium tetroxide in 0.1 M phosphate buffer (pH 7.4) for 1 h at room temperature. The sections were subsequently washed 5 times with double-distilled water (ddH_2_O) for 3 min, then incubated 20 min in a fresh solution of thiocarbohydrazide (1% w/v) at room temperature. Sections were washed again 5 times with ddH_2_O for 3 min, incubated 30 min in 2% aqueous osmium tetroxide, and washed 5 times with ddH_2_O for 3 min. Sections were dehydrated using increasing ethanol concentrations followed by propylene oxide, and then embedded in Durcupan resin (Sigma-Aldrich) between ACLAR sheets at 55 °C for 3 days, as described previously^101^. Ultrathin sections were generated at ~65 nm using a Leica UC7 ultramicrotome. Imaging was performed in the antero-frontal (2.8 to 1.98 mm Bregma) and parieto-somatosensory (−0.70 to −1.82 mm Bregma) areas. In each region, 25 capillaries per animal were randomly photographed using a JEM-1400 (JEOL) transmission electron microscope operating at 60 kV and equipped with a 4k Gatan OneView camera, TEM center and DigitalMicrograph software were used to control TEM and camera, respectively. For each capillary, an image at 5500× and 10,000× was acquired, to generate a high-resolution mosaic of the capillary. Analyses of the micrographs were performed by an experimenter blind to the conditions using ImageJ software. Quantifications of endfoot number and coverage, as well as caveolae vesicle numbers were performed as described previously^24,102^. To analyze astrocyte endfeet, a region of interest was drawn around each astrocyte endfoot in contact with the blood vessel. Individual endfeet were defined as closed areas of dim, electron-clear astroglial cytoplasm in contact with the exterior aspect of the basement membrane (BM). As previously described^103^, astrocyte endfeet are also characterized by presence of long, enlarged cisternae and electron-dense mitochondria. Neighbouring endfeet appeared characteristically separated by a clear membrane line (inter-endfoot wall). The Measure function was used to calculate the area of the each endfoot. For each image, the total endfoot number in contact with the vessel was tallied, as was the combined area of all endfeet. The length of the BM surrounding the endothelium, and of the astrocytic membrane in direct contact with the BM was measured to obtain the proportion of BM (i.e., capillary wall) covered by astrocyte endfeet. All metrics were quantified manually from scaled micrographs in ImageJ (NIH), using tools as Polygon, Freehand Selections or Straight Line, followed by the Measure function.

### Quantitative multiplexed digital characterization of mRNA targets in brain tissue sections

#### Tissue preparation

Brain tissue from P0, P5, P14, WT “Noncarrier” mice (from *Aldh1l1-eGFP* (BAC) strain) as well as P14 *Hmgb1*^*flx/flx*^ and *Hmgb1*^*ΔAstro*^ animals was extracted and fixed overnight at 4 ^o^C in 4% RNase-free PFA (Electron Microscopy Sciences) in sterile PBS. Samples were then placed in 70% ethanol in sterile RNase-free water. Brain tissues were paraffin-embedded and sectioned (5-µm-thick) at the Louise Pelletier Histology Core Facility at Ottawa University, under RNase free conditions. Brain sections were mounted on Leica Bond Plus slides (Cat# S21.2113.A). After mounting, sections air-dried at room temperature for >30 min. Once dry, sections were stored at −80 °C in desiccator and shipped to NanoString Technologies (Seattle, WA) with dry ice along with rabbit anti-Aldh1L1 (Thermo Fisher Scientific) antibody.

#### GeoMx^TM^ DSP mouse WTA profiling

4 FFPE slides containing 8 samples (2 tissues per sample) were processed following the GeoMx® DSP slide prep user manual (MAN-10087-04). Before being deparaffinized and hydrated by Leica Biosystems BOND RX, the slides were baked in oven at 67 °C for at least 3 h. 0.1 ug/ml proteinase K was added to digest the proteins for 15 min before the mouse WTA probe mix was added on the slides for overnight hybridization. On the second day, the slides were washed with buffer and stained with mAldh1l1 (ThermoFisher, 702573) for 2 h, and then secondary anti-rabbit AF594 antibody was added on the tissue for 1 h. After 3 times of washing the slides, CD31 (R&D system, AF3628), and Syto83 (ThermoFisher, S11364) were added on the slides for 2 h at room temperature. Regions of interest (ROIs) were placed on 20× fluorescent images scanned by GeoMx^TM^ DSP. Oligoes from selected regions were collected through UV-cleavage and transferred to 96-well plate. The oligoes then were uniquely indexed using Illumina’s i5 × i7 dual-indexing system. PCR reactions were purified and libraries were paired-end sequenced (2 × 75) on a Novaseq instrument following the GeoMx® NGS library prep user manual (MAN-10117-05). Fastq files were further process by DND system and raw and Q3 normalized counts of all WTA targets in each AOI were obtained through GeoMx^TM^ DSP data analysis software.

#### GeoMx^TM^ DSP mouse WTA data normalization and analysis

GeoMx^***TM***^ DSP counts from each AOI were analyzed following NanoString GeoMx Data Analysis User Manual, using the online version of the Nanostring GeoMx DSP Data Analysis Suite (v2.4) [SEV-00090-05]. Data were QC’d using QC parameters (min 1000 raw reads; min 80% aligned reads; no template PCR control (NTC) count <1000). Probes with expression levels above the default limit of quantitation (LOQ) in at least 10% of the samples, within a specific contrast, were retained for analysis. For each area of interest (AOI), the expected background was estimated as the geometric mean of the negative control probes, multiplied by the geometric standard deviation to the second power (^2). Raw counts from each AOI were scaled to have the same 75th percentile of expression. The AOIs were categorized according to cell enrichment group, i.e., astrocyte-enriched (i.e., ALDH1L1 + CD31-) and microvessel-enriched (i.e., CD31 + ALDH1L1-). Within each cell enrichment group, differential expressions of genes between P0, P5 and P14 were analyzed using Linear Mixed Model (LMM) with Scan_ID as variable. The LMM was chosen to account for the repeated measurement (i.e. pseudo-replicates) in each mouse. Nominal *p*-values were FDR corrected to account for multiple tests, and genes with FDR < 0.05 were considered significant.

#### Quantification of trends

To measure genes expression level of over time, Q3 normalized counts for genes (targets) of interest were average per animal (i.e., average of two AOIs per mouse, n = mouse). Trends were calculated for selected genes from astrocyte-enriched (i.e., ALDH1L1 + CD31-) and microvessel-enriched (i.e. CD31 + ALDH1L1-) AOIs.

### Primary mouse brain astrocyte isolation for immunocytochemistry

All mice were euthanized by cervical dislocation. The cortex from either *Hmgb1*^*flx/flx*^ or *Hmgb1*^*ΔAstro*^ mouse was dissected in cold DMEM high glucose using autoclaved tools submerged in 100% ethanol 30 min prior dissection. Cortices were homogenized in DMEM high glucose using a 5 mL syringe and further dissociated with a (i) 18 G needle, (ii) 27 G needle and (iii) 30 G needle. The cell suspension was filtered using a 70 uM strainer and subsequently centrifuged at 300xg for 10 min. Pelleted cells were resuspended in astrocyte culture medium (DMEM high glucose (Cytiva, SH30243.01), 10% FBS (Wisent BioProducts, 115727) and 1% penicillin/streptomycin (ThermoFisher, 15140122) and seeded on 6-well plates (one brain/well) coated with 0.01% poly-L-lysine. Astrocyte culture medium was replaced 72 h post-seeding and every 72 h until an appropriate level of confluence was reached. Cells were cultured for 1 week then passaged, on to cover slips for 3 days prior to fixation and immunostaining (see section Immunohistochemistry and immunofluorescence).

### Primary mouse brain endothelial cells and astrocytes isolation for bulk deep RNA-seq

All mice were euthanized by cervical dislocation. The cortex from either *Hmgb1*^*flx/flx*^ or *Hmgb1*^*ΔAstro*^ mouse was dissected in cold HBSS without calcium and magnesium using autoclaved tools submerged in 100% ethanol 30 min prior dissection. Cerebral cortex was minced to small 2–3 mm pieces and dissociated using Neural Tissue Dissociation Kit P compounds (Miltenyi Biotec, 130-092-628) to obtain a cell suspension. Cell isolation procedures were completed according to the manufacturer’s instructions.

Cell suspension underwent two negative selection steps to deplete myelin (Myelin removal beads II, 130-096-733, Miltenyi Biotec) and CD45-positive cells (CD45 microbeads, 130-052-301, Miltenyi Biotec). Each depletion step consisted of incubating the cell suspension with magnetic beads (myelin removal or CD45 microbeads) which were then selected using a magnetic MACs separator. Following the negative selection, endothelial cells (ECs) were isolated by incubation with CD31-coated magnetic microbeads (130-097-418, Miltenyi Biotec) and the positive selection was performed using a magnetic MACs separator. Pure ECs were pelleted for subsequent acute RNA extraction. Astrocytes were isolated from the remaining cell suspension using the anti-ACSA-2 microbead kit (130-097-678, Miltenyi Biotec). The cell suspension was incubated with FcR blocking reagents followed by anti-ACSA-2 microbeads and placed on a magnetic MACS separator for positive selection. Pure astrocytes were pelleted for subsequent acute RNA extraction. RNA was extracted from endothelial cells and astrocytes by adding 300 µl of Trizol (ThermoFisher) to the cell pellet, then RNA was purified using the Direct-zol RNA Microprep (R2060, ZYMO RESAERCH), according to manufactures protocol, and eluted in 15 µl of DNase/RNase-free water.

### Bulk deep RNA-Seq of primary astrocytes and endothelial cells

RNA-Seq Libraries were generated using the NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina (NEB). The RNA-Seq libraries were quantified by Qubit and qPCR according to the Illumina Sequencing Library qPCR Quantification Guide and the quality of the libraries was evaluated on Agilent Bioanalyzer 2100 using the Agilent DNA-1000 chip. The RNA-Seq library sequencing was performed using Illumina Next-Seq500. FASTQ file format were processed by trimming the adaptor sequences, filtering low-quality reads (Phred Score <= 20) and eliminating short reads (length <= 20 bps) using software package FASTX-toolkit [http://hannonlab.cshl.edu/fastx_toolkit/]. STAR (v2.7.9a)^104^ was used for alignment of the reads to the reference genome and to generate gene-level read counts. Mouse (Mus musculus) reference genome (version GRCm39)^105^ and corresponding annotation were used as reference for RNA-seq data alignment process. DESeq2^106^ was used for data normalization and differentially expressed gene identification for mutant versus wild-type astrocyte and endothelial cell respectively. Differentially expressed genes (DEGs) were defined by a False Discovery Rate (FDR)-adjusted *q*-value < 0.05. Main DEGs were defined by >2 fold of changes in ratio [abs(log2 fold-change) >1].

Two differential gene expression (DEG) analyses were performed on 16 samples, each sample (endothelial cell and astrocyte) extracted from one brain:

1. P14_Mut Endothelial cells (*n* = 4 mice) vs. P14_WT Endothelial cells (*n* = 4 mice)
2. P14_Mut Astrocytes (*n* = 4 mice) vs. P14_WT Astrocytes (*n* = 4 mice)

No sample was excluded. On average, 94% of the 24 million reads were aligned to Mouse (Mus musculus) reference genome.

### Mouse behavior assessment

Prior to behavioral testing, all animals were left to acclimatize to an reverse light cycle housing room for 10 days and handled once a day for 1 week. Behavioral tests were completed at University of Ottawa’s Behavior Core Facility between 9am and 4 pm under dim red light, unless stated otherwise. On testing day, animals were habituated to the testing room for 30 min. Behavior tests were performed with all mice in the following order: marble burying test (1 day); novel object recognition (2 days); open field test (1 day). All tests were directly inspired or slightly modified from published studies^107,108^.

#### Novel object recognition test (NOR)

A 2-day NOR was as described elswhere^24,109^. On day one, habituation day, each animal was habituated to an empty arena (45 cm × 45 cm × 45 cm) for 30 min. On day two, experimental day, mice were habituated for a second time to the empty arena for 10 min. Following habituation, each mouse was removed from the empty arena and placed in a clean cage for 2 min. Two identical objects (red cup or white funnel) were placed in the arena and the mouse is returned to the arena for a 10 min familiarization period. The mouse was removed from the arena and placed in a clean cage for 1 h. Following this hour, the object recognition test consisted of one clean familiar object and one clean novel object (red cup or white funnel switched). The mouse was returned to the arena for a 5 min recognition period. All interactions with the objects were recorded using Ethovision 14 XT software (Noldus). Object recognition was scored as the time during which the nose of the animal was located within 2 cm of the object. A discrimination index was calculated as: [time spent interacting with novel object/ (time spent interacting with novel object + time spent interacting familiar object)].

#### Marble burying test

This test, performed as described elsewhere^24,108^ consisted in a 30 min trial per mouse. For each trial, a standard polycarbonate rat cage (26 cm × 48 cm × 20 cm) is filled with 5 cm-thick SANI-chip bedding. Using a template, 20 standard blue glass marbles were gently placed (5 rows of 4 marbles) on the surface of the bedding. Each mouse was placed at the bottom left corner of the cage. During the test, the cage was covered by transparent Plexiglas. Each trial was recorded using Ethovision 14 XT software (Noldus). Once the trial was completed, the number of marbles that were either fully buried, or at least 2/3 covered by bedding, were counted as ‘buried’. Between each trial, marbles were washed in mild detergent and dried.

#### Open field test

Anxiety-like behavior was examined using a 10 min open field test as described elsewhere^107^. This test was completed in bright light. Using a light meter, the light intensity was set to 300 lux for anxiety measurement. Each mouse was placed in the centre of an empty open field box (45 cm × 45 cm × 45 cm) and left to explore for 10 min. Three major arena zones were setup: 4 corner zones (each at 10 cm × 10 cm); large center zone (25 cm × 25 cm); small center zone (15 cm × 15 cm). Total distance travelled (cm), velocity (cm/s) and time spent in each respective zones were recorded using Ethovision 14 XT software (Noldus).

#### Elevated plus maze

Standard test of anxiety-like behavior as described elsewhere^110^. Using a light meter, the light intensity was set to 100 lux. Each mouse was placed in the center of a maze composed of two arms crossed perpendicularly, each measuring 6 cm wide and 75 cm long. One arm consists of an open platform while the second arm is enclosed by 20 cm high walls. The mouse was left to explore the maze for 10 min. Ethovision 14 XT software (Noldus) was used to record the number of entries and time spent in open arms.

### Statistics and reproducibility

No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^8,24,33,72,101^. All animal/sample/biological replicate numbers in this study are in line with well-accepted standards from the literature for each method. All data presented in this work were obtained from experimental replicates (e.g., multiple animal cohorts from different litters; at least three experimental repeats for each assay, multiple RNA extractions and production of biological replicates, etc.). All attempts of replication were successful. All data analysis was conducted blind to genotype/experimental condition. Randomization of individual samples/animals was performed by numbering. Groups were reassembled upon completion of data analysis according to genotype and age. All statistical tests were performed using GraphPad Prism 9.0 & 9.3 Software. Data distribution was assumed to be normal, but this was not formally tested. A two-tailed Mann–Whitney *U* test, appropriate for small sample size (each animal being considered as a sample), was used for two-group comparisons. A one-way or two-way ANOVA, followed by a post-hoc test (Sidak’s or Tukey’s), was used for multigroup comparisons and trends. *p* < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All data supporting the findings of this study are provided within the paper and in its Supplementary Information/Source data files. The RNA-sequencing data generated in this study have been deposited and are accessible through GEO via accession numbers GSE224784, GSE236429. The uncropped Western blots are provided in the Supplementary Information file. All protocols and raw data reported in this study are available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Astroglial Hmgb1 regulates postnatal astrocyte morphogenesis and cerebrovascular maturation
**Source:** Nat Commun. 2023 Aug 16;14:4965. doi: 10.1038/s41467-023-40682-3
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Jun 26, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

As we have described in the Method section, LabChart 8 software (ADInstruments, CO) was used for laser Doppler flowmetry and electrocorticography data collection. ZenPro 2.6 software (Carl-Zeiss-Strasse, Germany) was used with Zeiss Axio Imager M2 microscope equipped with a digital camera (Axiocam 506 mono) and the Zeiss ApoTome.2 module was used to collect immunohistochemistry and immunocytochemistry images. JEOL JEM-1400plus transmission electron microscope equipped with a Gatan digital camera was used to collect capillary imaging; Software used TEM center 1.7 for JEM-1400Flash and DigitalMicrograph 3.5 (Tokyo, Japan). Nanostring data collected by NanoString GeoMx® Digital Spatial Profiler 3.0.0.111 (GeoMx DSP) (Seattle, WA). Behaviour was recorded and analyzed using EthoVision 14 XT software program. Western blot imaging collected using Image Lab software V3.5. RNA-Seq library sequencing was performed using FASTX-toolkit ([http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)).

#### Data analysis

ImageJ2 version: 2.3.0/1.53f (Bethesda, Maryland, USA) was used as well for analysis of immunofluorescent images. Nanostring data analyzed by Nanostring GeoMx DSP Data Analysis Suite (v2.4) [SEV-00090-05](Seattle, WA). Behaviour was recorded and analyzed using EthoVision software program 14 XT. LabChart 8 software (ADInstruments, CO) was used for laser Doppler flowmetry and electrocorticography data analysis. Computational morphometric analysis of 3D vascular images was completed using a Gaussian smoothing filter as well as a Palágyi-Kuba thinning algorithm (PMID:25155955) as described in the methods section. Automated analysis of immunofluorescence images performed with the use of Adam optimization algorithm and Palágyi-Kuba thinning algorithm. Analysis of neuronal density from 2D neuronal images was completed using the Laplacian of Gaussian (LoG) filter as described in the methods section. Graphpad Prism 9.0 & 9.3 software (GraphPad Software, CA). Western blot images analyzed using Image Lab software V3.5. RNA-Seq alignment of the reads, and normalization as well as identification of differentially expressed genes were performed using STAR (v2.7.9a) and DESeq2, respectively.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study are available within the paper, its supplementary Information source data files, and deposited data and codes (see data/code availability statements).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical method has been used to predetermine the sample size. All animal/sample/biological replicate numbers in this study are in line with well-accepted standards from the literature for each method. For instance, sample size was determined based on previous studies (PMID: 16319316, PMID: 24926076, PMID: 25155955, PMID: 24794428, PMID: 26051420, PMID: 27739237, PMID: 19749747, PMID: 27245461, PMID: 30528856, PMID: 29605426, PMID: 28009476, PMID: 25663600, PMID: 24429507, PMID: 33820803, PMID: 32661394). All in vitro, in vivo, and ex vivo experiments were designed according to these standards. Sample sizes chosen based on previous experiments/published work were sufficient to perform relevant analyses. Anatomical analysis for each genotype was performed from multiple tissue sections from a minimum of 4 mice (4-8 mice). Physiological measures were performed on at least 4 mice per group (4 to 5). Mouse behavior data for each genotype were sampled from a large number of mice (13 mice) in order to obtain sufficient statistical power to analyze differences between sexes (male and female mice were included in this study).

Data exclusions

No samples were excluded.

Replication

All data presented in this work were obtained from at least four experimental replicates (e.g., multiple animal cohorts from different litters; at least four experimental repeats for each assay, and biological replicates, etc.). All attempts of replication were successful.

Randomization

Groups were reassembled upon completion of data analysis according to genotype, age, sex. Randomization of individual samples/animals was performed by numbering.

Blinding

All experiments were performed blind.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Primary antibodies used in this study:

Rat anti-CD31 (1:200) (BD pharmingen, CA) (Cat# 553370) (Lot # 8043575)  
 Guinea Pig anti-GFAP (1:500) (Synaptic Systems, Germany) (Cat # 173004) (Lot # 2-21)  
 Goat anti-IBA1 (1:300) (Abcam, MA) (Cat # ab107159) (Lot # 267451-3)  
 Goat anti-GFP (1:500) (Abcam, MA) (Cat # ab5450) (Lot # GR3200490-1)  
 Rabbit anti-Cre (1:1000) (Millipore Sigma, MO) (Cat # 69050) (Lot #2947865)  
 Guinea Pig anti-NeuN (1:1500) (Millipore Sigma, MO) (Cat # ABN90) (Lot # 3223348)  
 Rat anti-Ctip2 (1:200) (Abcam, MA) (Cat # ab18465) (Lot # GR3427932-4)  
 Rabbit Pou3F2 (1:200) (Cell Signaling, ON) (Cat # 12137S) (Lot # D2C1L)  
 Mouse anti-γ-tubulin (1:3000) (Thermo Fisher Scientific, ON) (Cat # MA1-850) (Lot #WJ337785)  
 Rabbit anti-HMGB1 (IF: 1:1000; WB: 1:2000) (Abcam, MA) (Cat # ab18256) (Lot #GR3299518-1)  
 Rabbit anti-Cx43 (IF: 1:400; WB: 1:5000) (Millipore Sigma, MO) (Cat # 6219) (Lot #0000127609)  
 Rabbit anti-Ki-67 (1:250) (Invitrogen, OR) (Cat # MA5-14520) (Lot #TD2549144A)  
 Rabbit anti-Phospho-Histone H3 (Ser10) (1:300) (Cell Signaling, ON) (Cat # 3377S) (Lot #D2C8)  
 Rabbit anti-ALDH1L1 (1:400) (Thermo Fisher Scientific, ON) (Cat # 702573) (Lot # BB246689)  
 Goat anti-ALDH1L1 (1:100) (Thermo Fisher Scientific, ON) (Cat # 600-101-HB6) (Lot # 42263)  
 Rabbit anti-c-Fos (1:1000) (Abcam, MA) (Cat # ab190289) (Lot # GR348522-1)  
 Rabbit anti-Aquaporin-4 (1:200) (Alomone Labs) (Cat # AQP-004) (Lot # AQP004AN2325)  
 Mouse anti-Aquaporin-4 (1:500) (Synaptic Systems) (Cat # 429011) (Lot #CI325B5A5)  
 Alexa Fluor™ 488 Phalloidin (1:500) (Invitrogen, OR) (Cat # A12379) (Lot # 1816955)  
 Rabbit anti-Claudin-5 (1:1000) (Invitrogen, OR) (Cat # 34-1600) (Lot # W 1334125)  
 Rabbit anti-Occludin (1:1000) (Abcam, MA) (Cat # ab216327) (Lot # GR3243495-32)  
 Rabbit anti-beta Catenin (1:1000) (Abcam, MA) (Cat # ab32572) (Lot # GR184212-83)  
 Rabbit anti-Ve Cadherin (1:1000) (Abcam, MA) (Cat # ab205336) (Lot # GR229866-18)

Secondary antibodies used in this study:

Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (1:300) (Invitrogen, OR) (Cat # A-11077) (Lot #1917936)  
 Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:300) (Invitrogen, OR) (Cat # A-21208) (Lot #1979698)  
 Goat anti-Guinea Pig IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (1:300) (Invitrogen, OR) (Cat # A-11076) (Lot # 2079357)  
 Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:300) (Invitrogen, OR) (Cat # A-11055) (Lot # 1942238)  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 (1:300) (Invitrogen, OR) (Cat # A-31573) (Lot # 1964354)  
 Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (1:300) (Invitrogen, OR) (Cat # A-10037) (Lot # 1696197)  
 Goat anti-Guinea Pig IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:300) (Invitrogen, OR) (Cat # A-11073) (Lot # 2087691)  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (1:300) (Invitrogen, OR) (Cat # A-10042) (Lot # 1891789)  
 Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:300) (Invitrogen, OR) (Cat # A-11055) (Lot # 1942238)  
 Anti-Rabbit IgG (H+L), HRP Conjugate (1:10000) (Promega, WI) (Cat # W4018) (Lot # 0000435308)  
 Goat anti-mouse HRP Conjugated (1:10000) (Thermo Fisher Scientific, ON) (Cat # PA1-74421) (Lot # YB3835674)

## Validation

All antibodies were validated by the manufacturer or used in published research articles.

Rat anti-CD31 (BD pharmingen, CA) (PMID: 7956830) (manufacturer website states that this antibody has been validated with mouse brain tumors by Immunohistochemistry; Immunogen 129/Sv mouse-derived endothelioma cell line tEnd.1)  
 anti-GFAP (Synaptic Systems, Germany) (PMID: 34975768) (manufacturer website states that this antibody has been validated by KO, Reacts with: human, rat, mouse, chicken, sheep; Validate for Western blot, Immunocytochemistry, Immunohistochemistry, Immunohistochemistry of formalin fixed, paraffin embedded (FFPE) tissue)  
 Goat anti-IBA1 (Abcam, MA) (PMID: 30770053) (manufacturer website states This antibody has been validated with rat liver and

spleen tissue as well as marmoset kidney sections by Immunohistochemistry).

Guinea Pig anti-NeuN (Millipore Sigma, MO) (PMID: 25155955) (manufacturer website states This antibody has been validated with mouse cerebellum and frontal cortex by Immunohistochemistry).

Goat anti-GFP (Abcam, MA) (PMID: 30647151) (manufacturer website states that this antibody has been validated with mouse hindbrain tissue by Immunohistochemistry)

Rabbit anti-Cre (Millipore Sigma, MO) (PMID: 16998587) (manufacturer website states specific, sensitive detection of Cre recombinase in cells and cell lysates)

Rabbit Pou3F2 (Cell Signaling, ON) (PMID: 34657147) (manufacturer website states monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues near the amino terminus of human Brn2/POU3F2 protein)

Rat anti-Ctip2 (Abcam, MA) (PMID: 32051547) (manufacturer website states tested by Flow Cyt: Jurkat cells. ICC: Neonatal mouse hippocampal cultured neurons WB: Nuclear extract from Jurkat cells; Mouse brain tissue lysate.)

Mouse anti- $\gamma$ -tubulin (Thermo Fisher Scientific, ON) (PMID: 30872361) (manufacturer website states this Antibody was verified by Knockdown to ensure that the antibody binds to the antigen stated.)

Rabbit anti-HMGB1 (Abcam, MA) (PMID: 33373332) (manufacturer website states KO validated; Abpromise guarantee for the following applications: Immunocytochemistry, Immunofluorescence, Western blot; Reacts with Mouse, Rat and Human)

Rabbit anti-Cx43 (Millipore Sigma, MO)(PMID: 30872361) (manufacturer website states Anti-Connexin 43 reacts specifically with connexin 43. By immunoblotting, the antibody detects a single band or 2-3 bands at 43 kDa region. Staining of connexin 43 band(s) by immunoblotting is specifically inhibited with the connexin 43 peptide. Reactivity has been observed with human, bovine, rat, mouse, hamster and chicken connexin 43.)

Rabbit anti-Ki-67 (Invitrogen, OR) (PMID: 34093025) (manufacturer website states This Antibody was verified by Cell treatment to ensure that the antibody binds to the antigen stated.)

Rabbit anti-Phospho-Histone H3 (Ser10) (Cell Signaling, ON) (PMID: 35127720) (manufacturer website states Phospho-Histone H3 (Ser10) (D2C8) XP® Rabbit mAb detects endogenous levels of histone H3 only when phosphorylated at Ser10; however, this antibody does not detect phosphorylated Ser10 when Lys9 is acetylated or methylated. This antibody does not cross-react with histone H3 phosphorylated at Ser28.)

Rabbit anti-ALDH1L1 (Thermo Fisher Scientific, ON) (manufacturer website states This Antibody was verified by Relative expression to ensure that the antibody binds to the antigen stated; Advanced verification badge.) Antibody testing data:Immunofluorescence analysis of ALDH1L1 was performed using 70% confluent log phase RT4 cells; Immunofluorescence analysis, HeLa cells were fixed and permeabilized for detection of endogenous ALDH1L1 using ALDH1L1 Recombinant Rabbit Monoclonal Antibody; Western Blot was performed using Anti-ALDH1L1 Antibody (19H14L20), ABfinity Rabbit Monoclonal (Product # 702573) and a 99 kDa band corresponding to ALDH1L1 was observed across the cell lines and tissues tested except HaCa T, SK-OV-3, KARPAS 299, Hep G2, Mouse Heart, Mouse Brain and Rat Brain; Antibody specificity was demonstrated by detection of differential basal expression of the target across the cell lines and tissues tested owing to their inherent genetic constitution. Relative expression of ALDH1L1 was observed in RT4 cell line, Mouse Kidney, Mouse Liver and Rat Liver in comparison to HaCa T, SK-OV-3, KARPAS 299, Hep G2, Mouse Heart, Mouse Brain and Rat Brain using Anti-ALDH1L1 Antibody.

Goat anti-ALDH1L1 (Thermo Fisher Scientific, ON) (manufacturer website states This Antibody was verified by Immunofluorescence, immunohistochemistry and by Western Blot) Antibody testing data: Immunofluorescence Microscopy of Goat anti-Aldh1l1 antibody. Cells: HepG2 cells; Immunofluorescence Microscopy of Goat anti-Aldh1l1 antibody. Tissue: NIH3T3; Immunohistochemistry of Goat Anti-Aldh1l1 antibody. Tissue: mouse Liver tissue; Immunohistochemistry of Goat Anti-Aldh1l1 antibody. Tissue: mouse Kidney tissue; Western Blot of Goat Anti-Aldh1l1 Antibody. Lane 1: Opal Pre-stained MW ladder (p/n MB-210-0500). Lane 2: NIH3T3 Lysate; This affinity purified antibody is directed against mouse Aldh1l1. A BLAST analysis was used to suggest cross-reactivity with the antigen based on 100% homology with the immunizing sequence to human and rat.

Rabbit anti-c-Fos (Abcam, MA) (manufacturer website states Abpromise guarantee for the following applications: Immunohistochemistry-Free Floating, Immunocytochemistry, Western blot, Immunohistochemistry-Formalin/PFA-fixed paraffin-embedded sections; Reacts with Mouse, Rat, Human)

Rabbit anti-Aquaporin-4 (Alomone Labs) (manufacturer website states, antibodies are validated for specificity with the immunizing peptide in western blot analysis; can be used in western blot, immunocytochemical, immunohistochemical and indirect flow cytometry applications. It recognizes the Aquaporin 4 channel from rat, mouse and human samples. Knockout validation of Anti-Aquaporin 4 (AQP4) (249-323) Antibody in mouse retina.)

Alexa Fluor™ 488 Phalloidin (PMID: 18322103) (manufacturer website states Phalloidin is a high-affinity filamentous actin (F-actin) probe conjugated to our bright, photostable, green-fluorescent Alexa Fluor™ 488 dye)

Rabbit anti-Claudin-5 (1:1000) (Invitrogen, OR) (manufacturer website states synthetic peptide derived from the C-terminal region of mouse Claudin-5; Species Reactivity Human, Mouse; Tested for the following application: Western blot, Immunocytochemistry, Immunofluorescence, ELISA )

Rabbit anti-Occludin (1:1000) (Abcam, MA) (manufacturer website states knockout validated; Reacts with: Mouse, Rat, Dog, Human; Suitable for: Western blot, Immunocytochemistry, Immunofluorescence, Immunohistochemistry, Flow Cyto.)

Rabbit anti-beta Catenin (1:1000) (Abcam, MA) (manufacturer website states knockout validated; Reacts with: Mouse, Rat, Human; Suitable for: Western blot, Immunocytochemistry, Immunofluorescence, Immunohistochemistry, Immunoprecipitation)

Rabbit anti-Ve Cadherin (1:1000) (Abcam, MA) (manufacturer website states knockout validated; Reacts with: Mouse; Suitable for: Western blot, Immunocytochemistry, Immunofluorescence, Immunohistochemistry, Immunoprecipitation)

Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Invitrogen, OR) (PMID: 28280459)

Goat anti-Guinea Pig IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Invitrogen, OR) (PMID: 27100625)

Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (Invitrogen, OR) (PMID: 28266911)

Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 (Invitrogen, OR) (PMID: 28018179)

Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (Invitrogen, OR) (PMID: 28220786)

Goat anti-Guinea Pig IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Invitrogen, OR) (PMID: 28066195)

Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (Invitrogen, OR) (PMID: 28367981)

Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Invitrogen, OR) (PMID: 28186168)

Anti-Rabbit IgG (H+L), HRP Conjugate (1:10000) (Promega, WI) (PMID: 22389506)

Goat anti-mouse HRP Conjugated (1:10000) (Thermo Fisher Scientific, ON) (PMID: 36424919)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All mice were bred in house. Breeders were 6-8 weeks old. Experimental animal were newborn (P0), P4, P5 P7, P14 P21 or P50, males and females. Aldh1l1-eGFP (BAC) males (Jackson laboratory, Stock No. 026033; B6 background) were crossed with WT "Noncarrier" females (Jackson laboratory). Conditional knockout of Hmgb1 was achieved by breeding Aldh1l1-Cre/ERT2 BAC transgenic male animals 1 (Jackson laboratory, Stock No. 031008; C57BL/6N-congenic background) into a background of female mice carrying a loxP-flanked Hmgb1 gene (Hmgb1flx/flx) 2 (Jackson laboratory, Stock No: 031274; B6 background).

### Wild animals

Study did not involve wild animals.

### Reporting on sex

Males and females were used in the study. Sex specific effects were not tested.

### Field-collected samples

Study did not involve samples collected from the field.

### Ethics oversight

All animal procedures were approved by the University of Ottawa Animal Care Committee and were conducted in accordance to guidelines of the Canadian Council on Animal Care. Generally, mice are on a 12/12 light cycle (7AM On / 7PM Off). Mice undergoing behavioral testing are on an inverted light cycle. Animal temperature for rodent rooms is 21C-23C, with humidity of 40-60%.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

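The data are in situ expression profiles of the mouse brain from the GeoMx Digital Spatial Profiler with the mouse whole transcriptome probe set, at P0, P5 and P14, in 24 astrocyte-enriched (ALDH1L1+CD31-) and 24 microvessel-enriched (CD31+ALDH1L1-) AOIs. AOIs were chosen by antibody staining on fluorescent scans of the slides. There were 4 slides with 3 ages each and 2 regions per age. Sample labels give slide, region and AOI type but not age. For 1 astrocyte-enriched AOI of P14 the title names slide 4 and the slide label slide 3, and the label was followed because its region coordinates equal those of the other AOI of that region. The ages P0 and P14 were inferred from the paper's Source Data, whose normalized counts per animal are listed by age, through the read totals of the regions, and P5 was given to the regions left on each slide. No list of the ages of the regions was available, and the later match of Source Data values is no independent test of them, since it also named the codes. The animal is the replicate (4 per age), and the 2 AOIs of a type, age and slide were taken as those of 1 animal because the methods average 2 AOIs per mouse. The paper's description of the samples on its slides does not settle this, and at P5 most of its panels average AOIs of different slides.

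Each file holds the deduplicated counts of the probe codes in 1 AOI, as the authors deposited them; the file header names the GeoMx NGS Pipeline 2.3.4 as the software that made the counts from the sequencing reads. The counts are not normalized. All 48 files held whole numbers that sum to the deduplicated reads of the labels, tested for each file, since an automatic check of the unit could not read 6 of them. The total per AOI was 46942 to 5635825 counts over 20175 codes. Aligned reads were 88.77% to 95.78% of raw reads and sequencing saturation was 96.5% to 98.2%, and 0 files fell below the 1000 raw reads or the 80% aligned reads that the methods require. From these counts the authors removed probes below the limit of quantitation, scaled each AOI to the same Q3 in the GeoMx DSP Data Analysis Suite, compared ages with a linear mixed model with the slide as a variable, and, for single genes, averaged the 2 AOIs of a mouse.

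Here, the counts of the 2 AOIs of an animal were summed, scaled by the Q3 over all codes, filtered with filterByExpr and tested with edgeR's quasi-likelihood test, with the slide as a block and the 12 animals of an AOI type in 1 model, at a Benjamini-Hochberg adjusted p of 0.05. AOI types were compared in a model of 24 libraries with the animal as a block. Normalized counts of single genes are counts over the Q3 of the AOI, times the geometric mean of all Q3 values, averaged over the 2 AOIs. They were compared with two-sided exact permutation tests, and log2 ratios of AOI types within animals were taken after adding a pseudocount of 1, those of *Hmgb1* over *Vegfa* and *Wnt7a* without one. The spread of normalized values at this depth includes counting error, since the probes of low genes gave few counts per AOI. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, lme4 1.1.37, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

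The files pair no code with a gene. The rule for names, set with the gene lists, tests and alternatives before the data were examined, was to name a code only where its Q3-normalized counts equal, to the printed digits, the Source Data values of a gene for every animal, in any order within an age, and where no other code does. With the Q3 and the scale computed from the files the rule matched 0 of 276 values and named no gene. The names used here rest on freedoms taken after the files were seen: 1 scale fitted to the Source Data (19.2578 in place of 19.2044), a Q3 that is 1 or 2 counts above that of the file in 6 AOIs, and the mean of any 2 AOIs of an age. With these, 275 of 276 values matched and 20 of 21 genes had all their values matched, and *Slc1a2* was named from 11 of 12 values. With the fitted scale but the Q3 of the files 203 of 276 values matched, and with the fitted Q3 but only AOIs of the same slide 191. No other code matched more than 6 of the 12 values of a panel. The reason for the higher Q3 was not found. The paper's tabulated values for these genes had been seen, and since a name rests on equal values, the named genes cannot differ much from the Source Data. The rule also named, for each comparison, the codes with the largest rise and fall among those changed the same way on all 4 slides, of which the text prints at most 2 in each direction. Of 15 gene lists, those for mature astrocytes, angiogenic signalling, endothelium, high mobility group proteins, cytoskeleton and the blood-brain barrier have named members. Lists for radial glia, cell cycle, neurons, synapses, oligodendrocytes, pericytes, microglia, fibroblasts and erythrocytes have none, so no result is given for them. Lists with at least 5 named members were tested with limma's camera, with a preset and with an estimated correlation (17 tests).

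The slide block pairs animals because the ages share slides, the Scan_ID of the methods' model. On average, animals on the same slide showed little shared deviation. The correlation of their deviations from the age means was 0.03 on average in astrocyte-enriched AOIs (−0.16 to 0.26, over 0.1 in 2 of 12 pairs) and 0.02 in microvessel-enriched AOIs (over 0.1 in 1 of 12). These averages do not exclude deviations that slides share in a part of the targets. Splitting the P0 and P5 animals by pairs of slides gave 4495 targets in astrocyte-enriched AOIs, against 2010 between these ages. In microvessel-enriched AOIs the same split gave 797 targets against 56. In the age comparisons with P14 the highest other split was not the one by pairs of slides. Without the replicate block 6456 targets differed between P0 and P14 in astrocyte-enriched AOIs.

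The tests were tried on simulated data with 200 changed targets. For P14 against P0 in astrocyte-enriched AOIs (20173 targets) edgeR found 65% of targets changed by a log2 fold of 1 and 100% of those changed by 2. For microvessel-enriched AOIs (12980 targets) these shares were 28% and 69%, and for the difference of the age change between AOI types (20017 targets) 28% and 87%. Microvessel-enriched AOIs hold fewer counts, so fewer changes can be detected there.

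Alternatives were TMM scaling, DESeq2's size factors in edgeR, DESeq2's Wald test, no filter or at least 10 counts in every library, limma on mean log2 values of AOIs, libraries thinned to the smallest total, no replicate block, a linear mixed model on single AOIs, models of only the 2 ages or the 1 age compared, and leaving out each slide and each animal. For single genes they were CPM, TMM-scaled sums, the sum of the 2 AOIs scaled by its Q3 and the mean of log2 values. Settings added after the data were seen were the Q3 values of the study, the P5 pairing of its panels, the targets with the highest mean counts, and the pairs of slides apart. The linear mixed model is a reading of the methods made here, with the slide as random intercept. As fitted here it counts the 2 AOIs of an animal as separate, while the paper states that its model accounts for the repeated measurement in each mouse, and its text does not give the formula. The filter on the limit of quantitation and the check of template-free wells were not applied. Analyses of other cells, proteins or knockout mice are not analysed here.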

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

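The test of depth behind the P14 libraries, the test of astrocyte RNA in microvessel-enriched AOIs and all values for pairs of slides were chosen after the results were seen. Of 126 groups of 4 animals, 5 held an animal far from the others, where chance gives 6.3. *Apoe* in astrocyte-enriched AOIs at P14 was 421.9 in replicate 2 and 204.6 to 222.7 in the others. *Hmgb1* at P0 was 122.8 in the astrocyte-enriched AOIs of replicate 4 and 133.6 to 134.4 in the others, and 113.4 in its microvessel-enriched AOIs against 106.2 to 107.1. *Mfs2da* in astrocyte-enriched AOIs at P14 was 20.81 in replicate 2 and 13.35 to 14.36 in the others. *Wnt7a* in astrocyte-enriched AOIs at P5 was 14.06 in replicate 4 and 8.028 to 8.162 in the others.

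The change between P0 and P14 differed between microvessel-enriched and astrocyte-enriched AOIs for 1767 targets (edgeR's test of the interaction), 613 of them more positive in microvessel-enriched AOIs. Over all 35 splits of the animals only the real one reached this count (1 split, 2.9%), and the highest other gave 80. With the animals of each slide kept apart 8 splits remain, too few for a share under 0.05, so chance is not excluded. The count was 897 without replicate 1, 1109 without replicate 2 and 1089 without P14 replicate 1. The difference in log2 fold change was 2.06 for *Nos3* (adjusted p = 1.18e-06), 1.69 for *Kdr* (7.46e-05), 0.84 for *Mfs2da* (0.0434) and 0.82 for *Cldn5* (0.0475). On slides 3 and 4 it was 0.60, 0.31, −0.18 and −0.58. It passed there for none of these genes (adjusted p = 0.625, 0.859, 0.923 and 0.344 from edgeR). On slides 1 and 2 *Nos3* rose in microvessel-enriched AOIs, from 28.0 and 12.3 to 76.6 and 76.8, and *Kdr* from 31.8 and 30.2 to 85.9 and 87.4. In astrocyte-enriched AOIs *Nos3* fell from 13.5 and 10.7 to 6.6 and 7.6, and *Kdr* from 10.4 and 11.1 to 5.3 and 7.9. These low counts lie near the median of all codes (12.9 at P0), so a part of the difference through a shift of low counts against Q3 stays open. Of 19 alternatives set beforehand *Nos3* and *Kdr* lost the call in 1 each, the thinned libraries (adjusted p = 0.285 and 0.519), but *Mfs2da* in 13 and *Cldn5* in 11, so the difference of these 2 genes is not taken as established. Omissions that ended the call of *Mfs2da* in edgeR were those of replicate 1, 2 or 3 (adjusted p = 0.442, 0.413 and 0.0573), P0 replicate 2 or 3 (0.308 and 0.101) and P14 replicate 1 or 2 (0.592 and 0.0812). For *Cldn5* they were those of replicate 1 or 2 (adjusted p = 0.463 and 0.557), P0 replicate 2, 3 or 4 (0.383, 0.0968 and 0.13) and P14 replicate 1 or 2 (0.815 and 0.103).

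At P14 the libraries of slides 3 and 4 stood apart from those of slides 1 and 2 in both AOI types, and the biological coefficient of variation of astrocyte-enriched AOIs was 0.32 at P14 against 0.078 at P0 and at P5. A difference in depth is argued against, since the animals of slides 2 and 4, with 2117585 and 1938242 counts, still differed by 0.22 in the median count over Q3. An evenly higher level of unspecific counts as the whole source is argued against as well, since the profile of slides 3 and 4 took the P5 and P0 profiles with a summed weight of 0.341 beside a constant and the P14 profile of slides 1 and 2 (R² of 0.857, and 0.777 without them). The same fit gave a constant of 0.262 of Q3 (0.212 in microvessel-enriched AOIs), and the 5000 lowest targets lay at 0.45 and 0.46 of Q3 on slides 3 and 4 against 0.22 and 0.27 on slides 1 and 2, so a part through unspecific counts, even or varying by probe, stays open. Cells of an earlier stage, through a mislabelled age or a mixed sample, may be a source, as the microvessel-enriched AOIs took the P5 and P0 profiles with a summed weight of 0.477. No biological explanation was tested, and a difference in the stage of the animals or the region of the brain stays open.

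More targets fell than rose between P0 and P14 in astrocyte-enriched AOIs, 4309 against 2703. The balance depended on the scaling and on the animals kept. Falls were 61.5% of the calls with Q3, 41.8% with TMM and 41.5% with DESeq2's size factors. With Q3 they were 43.1% on slides 3 and 4 and 76.3% on slides 1 and 2. Leaving out a slide or an animal gave 46.4% (without replicate 1) to 71.4% (without P14 replicate 4). A shift of targets of low count against Q3 cannot be told apart from other sources. Among the 5044 targets with the highest mean counts 35.2% of the calls were falls, but Q3 scaling centres the targets near the edge of this set (median log2 fold change 0.22 in it and −0.40 among the rest) and targets that rise enter it more easily, so this share decides nothing. Thinned to the smallest total count, 52.3% of the calls were falls, and a difference in depth between the ages cannot be told apart from the rest because thinning also takes away calls. A true fall of many targets with age stays open as untested.

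Between P0 and P14, 4 of the 7 named astrocyte markers rose in microvessel-enriched AOIs too. *Slc1a2* rose by a log2 fold change of 5.39 (adjusted p = 2.14e-12 from edgeR), *Apoe* by 2.99 (7.28e-10), *Gja1* by 2.05 (8.21e-08) and *S100b* by 1.00 (0.0152). *Aldh1l1*, at 0.55, *Aqp4*, at 0.61, and *Dtna*, at 0.48, did not pass (adjusted p = 0.107, 0.235 and 0.202 from edgeR). The call of *S100b* was lost on slides 3 and 4 (0.56), with limma (adjusted p = 0.149) and the mixed model (0.102), and in edgeR without replicate 1 (0.63, adjusted p = 0.286), P0 replicate 1 (0.73, 0.172) or P14 replicate 1 (0.69, 0.254). RNA of astrocytes in these AOIs, whose mask excludes ALDH1L1, may be a source. At P14 the log2 ratio of microvessel-enriched over astrocyte-enriched AOIs had an SD of only 0.24 over 6 astrocyte genes, with a mean of −0.50, or 70.5% of the astrocyte level. These 6 are the markers that changed in astrocyte-enriched AOIs, and *Aqp4* and *Dtna* among them did not pass in microvessel-enriched AOIs. The ratios were not equal, with −0.92 (standard error 0.16) for *Dtna* and −0.26 (standard error 0.12) for *Apoe*, so astrocyte RNA as the single source is not shown. The age change of these genes did not pass the test of a difference between AOI types, with a lowest adjusted p of 0.057 for *Gja1* (−0.83). That of *Gja1* passed in 6 of 18 alternatives set beforehand, with TMM (−0.90, adjusted p = 0.0236 from edgeR), DESeq2's size factors (−0.93, 0.0146) and its Wald test (adjusted p = 0.0456), in thinned libraries (−1.34, 0.0305) and without replicate 1 (−1.31, 0.0011) or P14 replicate 1 (−1.28, 0.000407), and in 2 of 6 added ones, among the targets with the highest mean counts (0.0461) and without the P14 animals of slides 1 and 2 (−1.04, 0.0216), which goes against a single source for this gene. Expression by cells of the vessel wall stays open as untested, and the study chose these genes.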

How the results depend on the processing

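The settings that take the pairs of slides apart, the targets with the highest mean counts, the Q3 values of the study and the P5 pairing of its panels were added after the results were seen; all others were set beforehand. The fall of *Hmgb1* between P0 and P14 in astrocyte-enriched AOIs passed the test in 22 planned and 7 added settings, with log2 fold changes of −1.11 to −0.78 and adjusted p of 3.25e-12 to 0.0375 from edgeR, DESeq2, limma and the mixed model. *Hmgb1* over *Vegfa* and over *Wnt7a* across all animals kept its direction and its side of the threshold in 16 planned and 8 added values. Of the counts of targets, 117 planned and 33 added values lay within 1.5 times the count reported, and 73 and 25 did not. For the other named genes in the models, 655 planned and 194 added values kept direction and threshold, 81 and 20 lost it, 24 and 16 reached it, and 0 and 8 changed sign. For the ratios of AOI types, tested apart, 155 planned values kept both, 5 lost the threshold, 1 reached it and 7 changed sign.

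In astrocyte-enriched AOIs, P5 against P0 gave 2010 targets, 3474 with the mixed model on single AOIs, 6861 with only the 2 ages compared, 4554 on slides 1 and 2, 7038 without the P14 animals of slides 1 and 2, and 6242 without those of slides 3 and 4. P14 against P5 gave 2526, 1645 with limma on mean log2 values, 1646 in thinned libraries, 13795 on slides 1 and 2, and 14114 without the P14 animals of slides 3 and 4. P14 against P0 gave 7012, 4654 in thinned libraries, 3258 among the targets with the highest mean counts, 15028 on slides 1 and 2, 4215 without the P14 animals of slides 1 and 2, 3734 on slides 3 and 4, and 15450 without the P14 animals of slides 3 and 4. In the P14 against P0 comparison the share of falls was 61.5%, but 41.8% with TMM, 41.5% with DESeq2's size factors and 35.8% with its Wald test. With Q3 scaling it was 43.1% on slides 3 and 4, 43.4% without the P14 animals of slides 1 and 2, and 76.3% on slides 1 and 2. Leaving out a slide or an animal gave 46.4% (without replicate 1) to 71.4% (without P14 replicate 4). For P5 against P0 the share of falls was 26.6%, but 61.1% with only the 2 ages compared, 61.6% without the P14 animals of slides 1 and 2 and 58.7% without those of slides 3 and 4. For P14 against P5 it was 49.5%, but 33.2% with TMM and 78.6% on slides 1 and 2. The P14 animals raise the spread that the ages share in the model, and without them or with pairs of slides apart P5 against P0 gave more targets; the cause of the other differences was not tested.

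In microvessel-enriched AOIs, P5 against P0 gave 56 targets, 12 with limma, 33 thinned, 99 with the mixed model, 508 with only the 2 ages compared, 235 on slides 1 and 2, 144 on slides 3 and 4, 483 without the P14 animals of slides 1 and 2, and 497 without those of slides 3 and 4. P14 against P5 gave 663, 374 with at least 10 counts in every library, 406 with limma, 439 thinned, 356 with only the 2 ages, 2585 on slides 1 and 2, and 2811 without the P14 animals of slides 3 and 4. P14 against P0 gave 1876, 1105 with DESeq2's Wald test, 981 with at least 10 counts, 1057 with limma, 1039 thinned, 1194 with only the 2 ages, 1210 among the targets with the highest mean counts, 4049 on slides 1 and 2, 1026 on slides 3 and 4, 1056 without the P14 animals of slides 1 and 2, and 4413 without those of slides 3 and 4. The filter on counts and the choice of high targets test fewer targets.

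Microvessel-enriched against astrocyte-enriched AOIs gave 817 targets at P0, 326 with limma, 292 thinned and 244 with no replicate block. At P5 it gave 1376, 585 thinned and 397 with no replicate block. At P14 it gave 2744, 1399 with at least 10 counts, 1104 thinned, 998 with no replicate block, 668 without the P14 animals of slides 1 and 2, and 669 on slides 3 and 4. The age change differed between AOI types for 1767 targets, 886 with limma, 521 thinned, 775 without the P14 animals of slides 1 and 2, and 519 on slides 3 and 4. With no replicate block *Apoe* between P5 and P14 also lost its call (adjusted p = 0.0873 from edgeR), and none of the other calls reported for named genes in the age comparisons was lost. Without that block the counts of the age comparisons moved by less than 1.5 times, in the order used above to 1927, 2306 and 6456 in astrocyte-enriched and 42, 645 and 1972 in microvessel-enriched AOIs.

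Leaving out a slide or an animal gave, in astrocyte-enriched AOIs, 1190 (without P0 replicate 1) to 1888 targets for P5 against P0, 1257 (without replicate 1) to 4058 (without P14 replicate 4) for P14 against P5, and 3638 (without replicate 2) to 10052 (without P14 replicate 4) for P14 against P0. The counts also moved by over 1.5 times without P0 replicate 2 (1260) for P5 against P0, without replicate 2 (1358), P14 replicate 1 or 2 (1646 and 1645) or P5 replicate 1 or 2 (1422 and 1478) for P14 against P5, and without replicate 1 (3692), P0 replicate 1 or 2 (4146 and 4361) or P14 replicate 1 or 2 (4509 and 4487) for P14 against P0. In microvessel-enriched AOIs it gave 12 (without replicate 2) to 37 (without P0 replicate 3), 196 (without replicate 1) to 1018 (without P14 replicate 4) and 772 (without replicate 1) to 2260 (without P14 replicate 4) in that order, and every omission moved the count of P5 against P0 by over 1.5 times. For P14 against P5 so did replicate 2 (269), P14 replicate 1 or 2 (315 and 389) and P5 replicate 1 or 2 (263 and 310), and for P14 against P0 replicate 2 (903), P0 replicate 1 or 2 (1009 and 1107) and P14 replicate 1 or 2 (996 and 1196). Between AOI types it gave 872 (without replicate 2) to 1090 at P5, 1459 (without replicate 1) to 2613 at P14, and 897 (without replicate 1) to 1889 for the difference of the age change, with 1109 without replicate 2 and 1089 without P14 replicate 1.

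Signs turned as follows. Between P0 and P14 in microvessel-enriched AOIs *Kdr* was at −0.255 without the P14 animals of slides 1 and 2 and at −0.163 on slides 3 and 4, and *Mfs2da* at −0.007 and −0.095. For the difference between AOI types *Cldn5* was at −0.551 and −0.58 and *Mfs2da* at −0.029 and −0.18 in these 2 settings. Of the ratios of AOI types, none of which passed the test, *Angpt1* was at 0.049 with CPM, *Hmgb1* at 0.093 with CPM, 0.074 with TMM-scaled sums and 0.014 with the sum scaled by its Q3, and *S100b* at 0.093 with CPM, 0.034 with TMM-scaled sums and 0.071 without replicate 1 (lowest −0.17, without replicate 3). The cause was not tested.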

Differences from the paper's values

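The settings with pairs of slides apart named here were chosen after the values were seen. Of 69 mean normalized counts of the Source Data, 0 differ from those computed here by more than 1.5 times and the spread of replicates. The codes were named by equal values, so this is no independent comparison. The largest difference is 4.61%, for *Slc1a2* at P14 in astrocyte-enriched AOIs, and for other genes at P0 and P14 the largest is 1.29%. For *Slc1a2* in replicate 2 at P14 the paper's value is 1521.37, which equals that of a single AOI, while the other AOI of the slide gave 1868.52 and their mean is 1694.94. At P5, 21 of 23 panels of the Source Data average AOIs of different slides, and only those of *Dtna* and *Slc1a2* average AOIs of the same slide. On the log2 scale of Fig. 2b 2 alternatives set before the data were examined give means apart from the paper's by more than the larger error. For *Hmgb1* at P0 TMM-scaled sums give 6.934 against the paper's 7.0305, and for *Wnt7a* at P0 the sum scaled by its Q3 gives 3.597 against 3.5031. For *Hmgb1* the paper's volcano plot shows a log2 fold change of about −1.0 in Fig. 2c, read by eye, and the value here is −1.06.

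The paper describes more genes as differing in astrocyte-enriched AOIs at P5. It gives no count in its text, and its thresholds include a limit of quantitation that was not applied here. Here, P5 gave fewer targets against P0 (2010) than P14 did (7012), and P14 against P5 gave 2526. With only the 2 ages compared, set before the data were examined, P5 against P0 gave 6861 targets and P14 against P0 5429. Without the P14 animals of slides 1 and 2, chosen after the values were seen, P5 against P0 gave 7038 and P14 against P0 4215.

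Fig. 2b marks *Hmgb1* and *Vegfa* at P5 as different from P0, and its legend names a one-way ANOVA with Tukey's post-hoc test. That test was not run here. The edgeR values are adjusted over 20173 targets, so their higher p does not contradict it. Here, edgeR gave adjusted p = 0.531 for *Hmgb1* and 0.100 for *Vegfa*, and the exact permutation test gave an unadjusted p of 0.0286 for each and 0.072 after adjustment. For *Hmgb1* the linear mixed model on single AOIs, fitted here with the slide as random intercept so that the 2 AOIs of an animal count as separate, gave an adjusted p of 0.0217, and adjusted p ranged from 0.0217 to 0.917 over the alternatives. For *Vegfa*, of the alternatives set before the data were examined, TMM (0.0432), DESeq2's Wald test (0.0205), limma (0.0433), thinned libraries (0.0445), the mixed model (0.0158) and only the 2 ages compared (0.0112) passed, as did edgeR without replicate 1 (0.0482), replicate 2 (0.0193), P0 replicate 1 (0.041) or P5 replicate 2 (0.0162). Chosen after the values were seen, slides 3 and 4 (1.77e-05) and the settings without the P14 animals of slides 1 and 2 (0.00638) or of slides 3 and 4 (0.019) passed too, and adjusted p ranged from 1.77e-05 to 0.692 over the alternatives.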

Other observations

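In microvessel-enriched AOIs, 1876 of 13182 targets differed between P0 and P14, 938 higher and 938 lower at P14. The balance depended on the setting, with 1165 higher and 639 lower with TMM, 1251 and 559 with DESeq2's size factors, 783 and 322 with its Wald test, 685 and 1029 with the mixed model on single AOIs and 372 and 654 on slides 3 and 4. Of 22 genes listed for endothelium, 4 carry a name here, and 2 were higher at P14 and none lower, also when adjusted over the list alone. These were *Nos3*, with a log2 fold change of 1.27 (adjusted p = 0.00208 from edgeR), and *Kdr*, with 0.87 (adjusted p = 0.0444 from edgeR). *Mfs2da*, as the Source Data spell it, rose by 0.98 (adjusted p = 0.0152 from edgeR). Of 22 alternatives set beforehand *Nos3* lost its call in 2, *Kdr* in 12 and *Mfs2da* in 10. *Nos3* lost it without replicate 2 (0.77, adjusted p = 0.137 from edgeR) or P0 replicate 2 (0.93, 0.0595). *Kdr* lost it without replicate 1 (0.60, adjusted p = 0.37 from edgeR), replicate 2 (0.58, 0.369), P0 replicate 1 (0.74, 0.222), P0 replicate 2 (0.78, 0.186), P0 replicate 4 (0.89, 0.0771), P14 replicate 1 (0.60, 0.289) or P14 replicate 2 (0.54, 0.322), with DESeq2's Wald test (0.0589), at least 10 counts (0.0511), limma (0.183), the mixed model (0.107) and only the 2 ages (0.14). *Mfs2da* lost it without replicate 1 (0.80, adjusted p = 0.17 from edgeR), replicate 2 (0.55, 0.352), P0 replicate 1 (0.89, 0.108), P0 replicate 2 (0.68, 0.191), P14 replicate 1 (0.81, 0.104) or P14 replicate 2 (0.64, 0.177), in thinned libraries (0.0902), and with limma (0.128), the mixed model (0.096) and only the 2 ages (0.0783). On slides 1 and 2 the log2 fold changes of *Nos3*, *Kdr* and *Mfs2da* were 1.92, 1.48 and 1.72, and on slides 3 and 4 they were 0.27, −0.16 and −0.10 and did not pass. At P14 the normalized count of *Cldn5* was 280 and 244 on slides 1 and 2 and 70.4 and 97.6 on slides 3 and 4, and that of *Nos3* 76.6 and 76.8 against 28.4 and 32.8. In astrocyte-enriched AOIs none of the 4 endothelial genes passed the test between P0 and P14. The study chose these genes, so they are not independent evidence.

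Of the mature astrocyte markers named here, 4 of 7 were higher at P14 than at P0 in microvessel-enriched AOIs and none was lower (5 when adjusted over the list alone; camera, adjusted p = 1.41e-08, and adjusted p = 0.111 with an estimated correlation). *Apoe* and *Gja1* in astrocyte-enriched AOIs varied between pairs of slides at P5, with 75.9 and 50.8 on slides 1 and 2 and 163 and 255 on slides 3 and 4 for *Apoe*, and 18.8 and 18.9 against 43.3 and 75.6 for *Gja1*. The lists for high mobility group proteins, cytoskeleton and the blood-brain barrier have 1 named gene each, *Hmgb1*, *Gfap* and *Cldn5*. Between P0 and P14 in astrocyte-enriched AOIs *Hmgb1* was lower, while *Gfap* and *Cldn5* did not pass the test.

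For isolated cells the paper states that endothelial cells express *Hmgb1* at P14 at a higher level than astrocytes. In situ, *Hmgb1* at P14 had a log2 fold change of 0.22 (standard error 0.12, adjusted p = 0.262 from edgeR) in microvessel-enriched over astrocyte-enriched AOIs, with adjusted p of 0.13 to 0.88 over the alternatives. Between P0 and P14 it changed by −0.59 (standard error 0.23, adjusted p = 0.0751 from edgeR) in microvessel-enriched AOIs, where adjusted p ranged from 0.00446 to 0.25 and passed with at least 10 counts in every library (0.0277) and in the mixed model on single AOIs (0.00838). Among settings chosen after the values were seen it passed with the P5 AOIs paired as in the panels (0.0436), among the targets with the highest mean counts (0.0279), on slides 1 and 2 (0.00613) and without the P14 animals of slides 3 and 4 (0.00446). Its age change differed between AOI types by 0.42 (standard error 0.15, adjusted p = 0.0721 from edgeR), with adjusted p of 0.0269 to 0.828 over the alternatives, and passed with at least 10 counts (0.0269), without P14 replicate 1 (0.0287) and, chosen after the values were seen, among the targets with the highest mean counts (0.0326).

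Other splits of the animals into groups of 4 show a structure of the samples. In astrocyte-enriched AOIs, 2 of 35 splits gave at least the 2010 targets of P5 against P0, and the split of slides 1 and 2 against slides 3 and 4 gave 4495. For P14 against P5, 3 of 35 splits gave at least the real 2526, the highest other 4869, and for P14 against P0, 2 of 35 splits gave at least the real 7012, the highest other 9029. In microvessel-enriched AOIs, 2 of 35 splits gave at least the 56 targets of P5 against P0, and the split by pairs of slides gave 797. The highest other splits at P14 in astrocyte-enriched AOIs still part the ages on slides 1 and 2 but not on slides 3 and 4. Counted over all 35 splits chance cannot be excluded for these 4 counts, but the highest other splits follow slides or part of the ages and are no chance groupings, so this count of splits says little about chance. With the animals of each slide kept apart, 8 splits remain, among which the real split was the highest in each, with 0, 1350, 0 and 0 as the highest other, but 8 splits are too few for a share under 0.05. In microvessel-enriched AOIs 1 of 35 splits, the real one, reached the count of P14 against P5 (663, highest other 451). The same held for P14 against P0 (1876, highest other 607). With the animals of each slide kept apart, the highest other values were 21 and 0. The 8 splits left are too few for a share under 0.05, so chance is not excluded for these counts either. Microvessel-enriched against astrocyte-enriched AOIs gave 817 targets at P0, 1376 at P5 and 2744 at P14, with highest other values of 0, 6 and 739 among 8 splits, where 1 split, the real one, was as large and the splits are too few for a share under 0.05.

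A hypothesis was tested, after the pairing of the panels had been seen, that the 2 AOIs which most panels average at P5, and not the 2 AOIs of a slide, come from the same animal. Over the 20 targets that differ most between animals the spread within panel pairs was 1.44 times that within slides, and 16 of the 20 were closer within slides. Over all 10102 targets the ratio was 1.029. The AOIs of a slide also share its staining and hybridization, so the pairing by animal cannot be told apart from the slide.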
